# Transcriptional Alterations in the Trigeminal Ganglia, Nucleus and Peripheral Blood Mononuclear Cells in a Rat Orofacial Pain Model

**DOI:** 10.3389/fnmol.2018.00219

**Published:** 2018-06-26

**Authors:** Timea Aczél, József Kun, Éva Szőke, Tibor Rauch, Sini Junttila, Attila Gyenesei, Kata Bölcskei, Zsuzsanna Helyes

**Keywords:** orofacial pain, trigeminovascular system, Kisspeptin-1 receptor, *Gpr39*, *Neurod2*, differential gene expression data analysis

## Abstract

Orofacial pain and headache disorders are among the most debilitating pain conditions. While the pathophysiological basis of these disorders may be diverse, it is generally accepted that a common mechanism behind the arising pain is the sensitization of extra- and intracranial trigeminal primary afferents. In the present study we investigated gene expression changes in the trigeminal ganglia (TRG), trigeminal nucleus caudalis (TNC) and peripheral blood mononuclear cells (PBMC) evoked by Complete Freund's Adjuvant (CFA)-induced orofacial inflammation in rats, as a model of trigeminal sensitization. Microarray analysis revealed 512 differentially expressed genes between the ipsi- and contralateral TRG samples 7 days after CFA injection. Time-dependent expression changes of G-protein coupled receptor 39 (*Gpr39*), kisspeptin-1 receptor (*Kiss1r*), kisspeptin (*Kiss1*), as well as synaptic plasticity-associated Lkaaear1 (*Lkr*) and Neurod2 mRNA were described on the basis of qPCR results. The greatest alterations were observed on day 3 ipsilaterally, when orofacial mechanical allodynia reached its maximum. This corresponded well with patterns of neuronal (*Fosb*), microglia (*Iba1*), and astrocyte (*Gfap*) activation markers in both TRG and TNC, and interestingly also in PBMCs. This is the first description of up- and downregulated genes both in primary and secondary sensory neurones of the trigeminovascular system that might play important roles in neuroinflammatory activation mechanisms. We are the first to show transcriptomic alterations in the PBMCs that are similar to the neuronal changes. These results open new perspectives and initiate further investigations in the research of trigeminal pain disorders.

## Introduction

Orofacial pain and headache disorders are among the most debilitating pain conditions. While the pathophysiological basis of these disorders may be diverse, it is generally accepted that a common mechanism behind the arising pain is the sensitization of extra- and intracranial trigeminal primary afferents. The trigeminal nerve provides most of the sensory innervation to the face and oral cavity as well as the meninges where the nociceptive primary afferents are closely associated with the vasculature. The cell bodies of these neurons are located in the trigeminal ganglion (TRG) and their central projections terminate in the trigeminal nucleus caudalis (TNC). It has been described that there is convergence of extra- and intracranial primary afferents in the TNC (Burstein et al., 1998). Sensitization of these secondary nociceptive neurons might be responsible for the phenomenon of the facial allodynia developing in primary headaches (Burstein et al., 2000). A similar mechanism could induce the headache associated with disorders of extracranial structures. Inflammation of the temporal artery, temporomandibular joint, sinuses or orbit can induce headache which could have the same characteristics as the primary disorders. Co-morbidity of migraine and temporomandibular disorders has also been reported (Romero-Reyes and Uyanik, 2014).

Inflammatory pain models adapted to the orofacial area induce trigeminal sensitization and can constitute a possible way to understand the mechanisms of pain associated with orofacial disorders and headaches (Krzyzanowska et al., 2011; Krzyzanowska and Avendaño, 2012; Romero-Reyes et al., 2013). A commonly used model of peripheral inflammation in animals is injection of Complete Freund's Adjuvant (CFA) (Ren and Dubner, 1999; Takeda et al., 2007; Krzyzanowska and Avendaño, 2012; Gregory et al., 2013). Orofacial inflammation induces mechanical hyperalgesia/allodynia on the face by activation/sensitization of trigeminal primary and secondary sensory neurons (Iwata et al., 2017).

Since the mechanisms of trigeminal sensitization are not known, global transcriptomic analysis allows an unbiased approach to reveal key pathways responsible for the pathophysiological changes (Perrino et al., 2017). Gene expression changes in the trigeminal ganglion (TRG) had been assessed by microarray analysis after CFA injection in whisker pad (Okumura et al., 2010) or masseter muscle (Chung et al., 2016). However, no study has evaluated TRG gene expression changes in parallel with the central gene expression variances in the trigeminal nucleus caudalis (TNC) and correlate it with the time course and extent of facial allodynia. This comprehensive approach might facilitate the identification of differentially regulated genes with a relevant role in the cascade of events resulting in the sensitization of primary and secondary trigeminal neurons. Moreover, there is growing evidence that transcriptome changes in the central nervous system could be reflected in peripheral blood cells. Investigation of gene expression changes in migraine patients identified differential expression of major genes from the peripheral blood (Gardiner et al., 1998; Hershey et al., 2004, 2012; Du et al., 2006; Plummer et al., 2011; Gerring et al., 2017). Gene transcription changes of PBMCs have not been analysed in animal models of trigeminal sensitization, although it could provide a good opportunity to compare with human data.

The aim of the present study was to follow the temporal changes of facial mechanonociceptive thresholds and gene expression in TRG, TNC neurones and PBMCs after CFA inflammation using microarray and qPCR analyses in order to get a better insight into the mechanisms of trigeminal pain disorders.

## Materials and methods

### Animals

Twenty male Wistar rats (Toxicoop Zrt., Hungary) weighing between 200–300 g were used. Animals were kept under standard light-dark cycle (12-h light/dark cycle) and temperature (24–25°C) conditions, food and water were provided *ad libitum*, in the local animal house of the Pécs University Department of Pharmacology and Pharmacotherapy. In order to minimise stress, all rats were habituated to handling and the light restraint used for the facial von Frey test for 3 days prior to the start of the experiments.

The study was carried out in accordance with the Ethical Codex of Animal Experiments of the University of Pécs and the 1998/XXVIII Act of the Hungarian Parliament on Animal Protection and Consideration Decree of Scientific Procedures of Animal Experiments (243/1988). The protocol was approved by the local Ethics Committee on Animal Research of University of Pécs (license No.: BA02/2000-9/2011).

### CFA injection

Orofacial inflammation was induced by unilateral s.c. injection of 50 μl complete Freund's adjuvant (CFA; Sigma-Aldrich, Saint Louis, USA; killed mycobacteria suspended in paraffin oil; 1 mg/ml) into the whisker pad of male rats, while under ketamine (72 mg/kg) and xylazine (8 mg/kg) anaesthesia. In the second series of experiments, a control group received the same volume of saline injection.

### Microarray

Orofacial inflammation-associated gene expression was analysed using Agilent microarray platforms. Rat TRG tissue samples were collected from animals 7 days after receiving s.c. CFA injection (*n* = 8). Animals were anaesthetized with thiopental (100 mg/kg i.p.) and sacrificed by exsanguination. TRGs were excised and snap-frozen in liquid nitrogen. Contralateral sides of CFA-injected rats served as controls. Total RNA were isolated from snap-frozen samples using RNeasy Mini Kit (Qiagen, Carlsbad, CA) and high-quality samples (RIN > 8.0) were used for subsequent expression analyses. Sample labelling, array hybridization and primary data analysis was performed by ArrayStar Inc. (Rockville, MD, USA). Briefly, total RNA samples were amplified and labelled with Cy3-dCTP. Labeled amplicons were purified, fragmented and hybridized to rat LncRNA Array v1.0 (4 × 44 K, Arraystar Inc.) slides. One-color microarray-based gene expression analysis was used. After hybridization slides were washed, fixed and scanned. Gene expression data files were deposited to NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE111160.

### Orofacial pain sensitivity tested with von frey filaments

In a second experiment, mechanical pain thresholds of the orofacial region were determined with a series of von Frey filaments. Tests were performed on days 0 (control day) before and 1, 3, 7 after CFA (*n* = 9)/saline (*n* = 3) injection. Animals were lightly restrained using a soft cotton glove in order to allow an easier habituation, then a set of calibrated nylon monofilaments (Stoelting, Wood Dale, Illinois, U.S.A) was used with increasing strengths (0.8–12 g) to measure facial mechanosensitivity. Filaments were applied in ascending order, starting from the 5.2 g filament during control measurements and the 0.8 g filament after CFA treatment. The mechanonociceptive threshold was defined as the lowest force evoking at least two withdrawal responses (face stroking with the forepaw or head shaking) out of five stimulations.

### Experimental setup of the second experiment

At each time point (1, 3, and 7 days) animals (*n* = 3) were anaesthetized with thiopental and blood was collected by cardiac puncture. Tissue samples (TRG, TNC) were quickly frozen in liquid nitrogen and stored at −80°C until RNA extraction and real-time PCR processing.

### Isolation of peripheral blood mononuclear cells

Mononuclear cells were purified from fresh peripheral blood according to Ficoll-PaquePREMIUM (Cat. No. 17-5446-02, GE Healthcare, Budapest, Hungary) manufacturer's instructions. Fresh anticoagulant-treated blood and an equal volume of balanced salt solution (final volume of 8 ml) were transferred to 15 ml sterile centrifuge tubes. The mixture was carefully overlaid on 5 ml Ficoll-PaquePREMIUM and centrifuged 40 min at 2,100 RPM, 20°C. The mononuclear layer was transferred into a new 15 ml centrifuge tube, suspended with approximately 6 ml of salt solution and centrifuged 15 min at 2300 RPM, 20°C. The supernatant was removed and the pellet was resuspended in another 6 ml of salt solution, followed by another centrifugation (10 min, 2300 RPM, 20°C). After the removal of the supernatant the cells were resuspended with 1 ml of TRI Reagent (Molecular Research Center, Inc., Cincinnati, OH, USA) and transferred to Eppendorf and stored at −80°C until use.

### Quantitative real-time RT-PCR (qRT-PCR)

Purification of total RNA was carried out according to the TRI Reagent manufacturer's (Molecular Research Center, Inc., Cincinnati, OH, USA) protocol up to the step of acquiring the aqueous phase. Briefly, tissue samples were homogenized in 1 ml of TRI Reagent, and then, 200 μl of bromo-chloro-propane (Sigma-Aldrich, Saint Louis, USA) was added. RNA was purified from the aqueous phase using the Direct-zol RNA MiniPrep kit (Cat. No. R2052; Zymo Research, Irvine, CA, USA) according to the manufacturer's protocol. Briefly, 400 μl of the aqueous phase was mixed with 400 μl absolute ethanol, the mixture was loaded onto the column, washed, and the RNA was eluted in 50 μl of RNase-free water. The quantity and purity of the extracted RNA were assessed on Nanodrop ND-1000 Spectrophotometer V3.5 (Nano-Drop Technologies, Inc., Wilmington, DE, USA). 200 ng of PBMCs/TRG and 250 ng of TNC total RNA was reverse transcribed using Maxima First Strand cDNA Synthesis Kit (Cat. No. K1642, ThermoScientific, Santa Clara, CA, USA) according to the manufacturer's instructions. qRT-PCR was performed on a Stratagene Mx3000P qPCR System (Agilent Technologies, Santa Clara, USA). PCR amplification was performed using SensiFast SYBR Lo-ROX Kit (Cat. No. BIO-94020). Transcripts of the reference genes glyceraldehyde 3-phosphate dehydrogenase (*Gapdh*), hypoxanthine phosphoribosyltransferase 1 (*Hprt1*), beta-2-microglobulin (β*2m*) and Peptidyl-prolyl cis-trans isomerase (*Ppia*) were detected in all samples. *Ppia* and *Hprt1* for PBMCs and β*2m, Hprt1* for TRG and TNC samples were eventually chosen as internal controls, the geometric mean of their Cq values was calculated. Primers of similar efficiencies were used and 2^−ΔΔCq^ fold change values were calculated. Sequences of primers used for qRT-PCR are given in Supplementary Table 1.

### Statistical analysis

The raw microarray data were analysed using R and Bioconductor (Gentleman et al., 2004; R Development Core Team, 2008) The data were quantile normalised to reduce technical noise with Limma package (Ritchie et al., 2015). The statistical testing for differential expression was also performed using Limma, which applies linear modeling with a modified *t*-test to calculate the *p*-values and fold change values. One-way analysis of variance (ANOVA) followed by Tukeys' multiple comparison tests on RT-PCR data and in case of mechanical pain threshold detection two-way ANOVA with repeated measures followed by Bonferroni's post-test for time-matching samples were performed using GraphPad Prism software (GraphPad Software, Inc., La Jolla, CA, USA). Probability values *p* ≤ 0.05 were accepted as significant. Results are presented as the mean ± standard error of the mean (SEM). Log2 mRNA fold change data measured by qPCR were further analysed by hierarchical cluster analysis (1-Pearson correlation and average linkage method) and then visualised by heat map using the free web tool Morpheus (Morpheus)^1^.

### Functional classification of differentially regulated genes

The functional enrichment analyses against Gene Ontology (GO) (Ashburner et al., 2000; The Gene Ontology Consortium, 2017), KEGG (Kanehisa and Goto, 2000) and Reactome (Fabregat et al., 2018) databases were performed using the topGO (Alexa and Rahnenführer, 2016) and gage (Luo et al., 2009) packages in R.

## Result

### Microarray analysis

The microarray data analysis identified 512 differentially expressed (319 up- and 191 downregulated) transcripts between the control (contralateral) and 7-day CFA (ipsilateral) samples from TRG at a statistically significant level (p ≤ 0.05) and with fold change |FC|> 2 (Supplementary Table 2; Supplementary Figures 1, 2). 

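The trigeminal ganglion (TRG) holds the cell bodies of the sensory neurons of the face, with the satellite glia around them. Complete Freund's adjuvant (CFA), a suspension of killed mycobacteria in oil, causes a lasting inflammation where it is injected. In this experiment 50 μl of CFA at 1 mg/ml was given under the skin on 1 side of the face, and the ganglia of both sides were taken on day 7. The contralateral ganglia of the injected rats served as controls. Values from 11 arrays were analysed here, 6 of CFA (ipsilateral) ganglia from rats 1, 2, 3, 5, 6 and 8 and 5 of contralateral ganglia from rats 1, 2, 3, 5 and 6. These 6 rats compare with 8 rats that the paper gives for the experiment, and the ganglia of the others were not analysed here. Each ganglion was measured on 1 single-colour array of Arraystar, which carries probes for mRNAs and for long non-coding RNAs (lncRNAs). The authors deposited the output of the scanner software, in which the local background is subtracted from each spot and a spatial trend over the array is removed, and a table of quantile-normalised values. The log2 of the scanner's processed signal was quantile normalised over the 42136 spots that are not controls. Spots marked as outliers by the scanner software (1.38% of all spots) were left out, and the spots of a probe were averaged, which gave 24684 probes, 16245 of them with 1 spot. Of these probes 15321 carry the accession of a protein-coding mRNA and 7098 that of a lncRNA. The groups were compared with limma, with no term for the rat, since the paper's text names limma and quantile normalisation and no pairing of the sides. The number of arrays limits the precision of every value. The median processed signal ranged from 74.6 to 117 on the CFA arrays and from 87.9 to 96.4 on the contralateral arrays. Between 68.9% and 82.3% of the spots of a CFA array were well above background, against 71.6% to 82.8% of those of a contralateral array. The arrays lay on 5 slides that were scanned on 3 days. Slides 1 and 3, scanned on day 1, held contralateral arrays only (rat 3, and rats 1 and 2), while slides 4 and 5, scanned on days 2 and 3, held CFA arrays only (rats 2 and 3, and rats 5, 6 and 8). Slide 2, scanned on day 1, was the only slide with both groups, namely the CFA array of rat 1 and the contralateral arrays of rats 5 and 6. A value given below as within slide 2 is that CFA array minus the mean of those contralateral arrays.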

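On day 7 the transcripts past the study's threshold included those of a beta-defensin, a granzyme, a presenilin and a homeobox gene. Of the 24684 probes, 498 had an unadjusted p of 0.05 or less and an absolute fold change over 2, the study's threshold, 285 of them higher and 213 lower on the CFA side. Defb23 encodes a beta-defensin, an antimicrobial peptide, and had a log2 fold change of 2.06 (standard error 0.46, adjusted p = 0.239 from limma). Gzmf, a granzyme of cytotoxic cells, was higher on the CFA side by 1.82 on the log2 scale (standard error 0.69, adjusted p = 0.426). Casc3, a core protein of the exon junction complex, had a log2 fold change of 1.68 (standard error 0.33, adjusted p = 0.196), and Psen2, a presenilin of the gamma-secretase complex, one of 1.59 (standard error 0.36, adjusted p = 0.239). The secreted peptide Prok1 (prokineticin 1) and the inhibin subunit Inhbe each had a log2 fold change of 1.65 (standard errors 0.48 and 0.57). Among the lower transcripts was C2cd4c, with a log2 fold change of -2.37 (standard error 0.59, adjusted p = 0.259). The homeobox gene Hoxb7 had a log2 fold change of -2.11 (standard error 0.35, adjusted p = 0.184), and Prf1, which encodes perforin, one of -1.62 (standard error 0.47, adjusted p = 0.321). Lower values were also measured for the metalloprotease Adam30 (-1.53), the phospholipase Pla2g2f (-1.32) and LOC681325 (-1.53). For each of these genes the CFA and the contralateral arrays did not overlap (two-sided exact permutation p from 0.00217, the smallest that 6 arrays against 5 allow, to 0.0130). The sign was the same in all 5 rats with both sides. The genes were chosen by these conditions, so neither the lack of overlap, the permutation p nor the common sign is independent evidence. Groups without overlap were found for 92 of the 498 probes and for 294 of all probes, where chance gives 0.433% of probes. The log2 differences within slide 2 were 0.64 for Defb23, 0.46 for Gzmf, 0.98 for Casc3, 0.74 for Psen2, 0.40 for Prok1, 0.13 for Inhbe, -0.42 for C2cd4c, -0.91 for Hoxb7, -1.62 for Prf1, -0.40 for Adam30, -0.07 for Pla2g2f and -0.23 for LOC681325. That of Prf1 rests on the contralateral array of rat 6 (11.50), as the CFA array of rat 1 had 8.51 and the contralateral array of rat 5 had 8.78. No probe passed an adjusted p of 0.05 in limma (smallest adjusted p = 0.0677), while 2659 probes had an unadjusted p of 0.05 or less, where 1234 are expected with no change. At an adjusted p of 0.05, 121 probes passed without the CFA array of rat 1, 69 with slide as a block and 35 with scan day as a block. Of the 498 probes, 306 were well above background on every array of the brighter group. By mean signal, 350 of them belonged to the dimmest part when all probes were parted into 3 equal groups, 143 to the middle part and 5 to the brightest. With slide as a block, so that the contrast rests on slide 2, 632 probes passed the study's threshold, of which 35 were among the 498 in the same direction. With scan day as a block, 444 probes passed and 37 were shared in the same way. Without background correction 47 probes passed, and with normexp correction of the raw signals 16. Leaving out 1 array moved the count to 330 (135 higher, 195 lower) without the contralateral array of rat 1 and to 372 (155 higher, 217 lower) without that of rat 2. It was 771 (497 higher, 274 lower) without that of rat 5 and 796 (507 higher, 289 lower) without that of rat 6. For the CFA arrays it went from 375 (186 higher, 189 lower) without that of rat 5 to 688 (387 higher, 301 lower) without that of rat 1. Counted by single spots, 82.3% of the higher spots lay in the first of 4 bands of rows on the array and 86.5% of the lower spots in the last band.

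**Figure D1:**
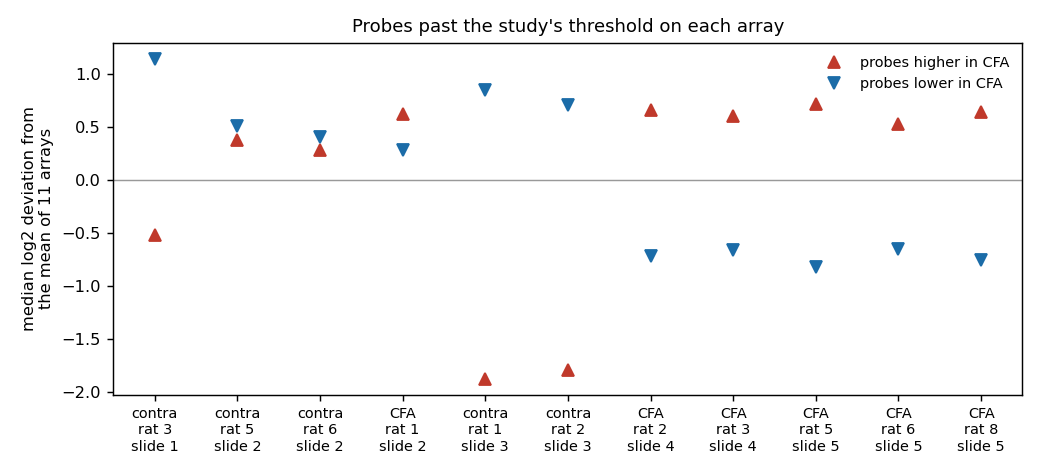
Median deviation (log2) of the 285 higher and the 213 lower probes from their mean over the 11 arrays, for each array (contra, contralateral) in order of its slide. On slide 2 the higher probes lie at 0.62 on the CFA array of rat 1 and at 0.37 and 0.28 on the contralateral arrays of rats 5 and 6, and the lower probes at 0.28, 0.51 and 0.41.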

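Large changes were measured for transcripts of several classes, among them a splicing factor, odorant receptors and lncRNAs. An absolute fold change of 4 or more was reached by 26 of the 498 probes past the study's threshold, 8 higher and 18 lower on the CFA side. The count was 74 and 69 without the contralateral arrays of rats 5 and 6, 53 without the CFA array of rat 1, 146 with slide and 81 with scan day as a block, 8 with a floor, 1 without background correction and 0 with normexp. Sf3b4, a subunit of the splicing factor 3b complex, had a log2 fold change of 2.09 (standard error 0.64, adjusted p = 0.340 from limma). TC598318, a transcript without a gene name, also had a log2 fold change of 2.09 (standard error 0.90, adjusted p = 0.455), and did not pass the study's threshold with the rat as a replicate block (1.80). Among the lower transcripts, the lncRNA XR_008902 had a log2 fold change of -3.10 (standard error 0.80, adjusted p = 0.270). The odorant receptor genes Olr428 and Olr25 had log2 fold changes of -2.77 (standard error 0.66) and -2.53 (standard error 0.69). The lncRNA uc.47- had a log2 fold change of -2.65 (standard error 0.61, adjusted p = 0.239). Sf3b4 was well above background on 5 of 6 CFA and 2 of 5 contralateral arrays, and TC598318 on 4 and 1. Olr428 was well above background on 1 of 6 CFA and all 5 contralateral arrays, Olr25 on 3 and 5, uc.47- on 2 and 5, and XR_008902 on every array. XR_008902 has 3 spots, while Olr428, Olr25 and uc.47- have 1. Its mean signal was only 1.95 and 2.02 on the CFA arrays of rats 6 and 8, so its count is not comparable with theirs. The study chose these transcripts on these arrays, so their direction is not independent evidence. Within slide 2 the log2 difference was 0.13 for Sf3b4 and for XR_008902, -0.63 for TC598318, 0.25 for Olr428, 0.27 for Olr25 and -0.08 for uc.47-. With scan day as a block it was -0.14 for TC598318 and 0.12 for Olr428.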

All but 15 of these have absolute fold change values below 4. Original data files have been uploaded to the NCBI GEO Database. 

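Chemoreceptors and lncRNAs were among the transcripts with the largest fold changes. The paper lists 50 of them in Table 1, 25 higher and 25 lower, and since they were chosen on these arrays their direction is not independent evidence. All 50 were found on the arrays, with the listed direction and past the study's threshold. Of the 50, 12 are chemoreceptor genes (5 higher, 7 lower) and 10 are lncRNAs (4 higher, 6 lower). The odorant receptor gene Olr416 had a log2 fold change of 1.83 (standard error 0.42, adjusted p = 0.239 from limma), and the vomeronasal receptor gene Vom2r48 one of 1.84 (standard error 0.59, adjusted p = 0.366). Pnpla5, a patatin-like lipase, had a log2 fold change of -1.91 (standard error 0.52, adjusted p = 0.286). Of the lncRNAs, uc.470+ was higher by 1.87 (standard error 0.65) and MRAK078136 had a log2 fold change of -2.10 (standard error 0.41, adjusted p = 0.196). At an unadjusted p of 0.001 or less, 9 of the 50 passed, 1 higher and 8 lower, and none passed an adjusted p of 0.05. Of the 50, 40 were well above background on every array of the brighter group, and 5 were so on no array of the dimmer group. The groups did not overlap for 15 transcripts, and 40 had the same sign in all 5 rats. Compared within slide 2, the log2 differences were 0.64 for Olr416, 0.21 for Vom2r48, -0.32 for Pnpla5, 0.50 for uc.470+ and -0.54 for MRAK078136. With slide as a block 2 of the 50 passed the study's threshold, and with scan day as a block 0.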

The top 25 up- and downregulated genes are included in Table 1. The most upregulated (5.20 fold) transcript was found to be a lncRNA (MRAK049104) with unknown function. 

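MRAK049104 is a lncRNA with 3 spots on the array and no gene name. Its normalised log2 signal was 10.30 ± 1.60 (SD, n = 6) on the CFA arrays and 7.90 ± 2.01 (SD, n = 5) on the contralateral arrays. The log2 fold change was 2.40 (standard error 0.99, adjusted p = 0.447 from limma), a 5.28-fold difference. It was the largest among the higher probes past the study's threshold, which it passed under 14 of 24 alternatives. The groups overlapped, and the two-sided exact permutation p was 0.0541. The transcript was well above background on all 11 arrays and higher on the CFA side in all 5 rats with both sides. Its log2 difference was 0.98 within slide 2 and 1.54 with scan day as a block. On slide 2 the CFA array had 9.44 and the contralateral arrays 10.13 (rat 5) and 6.79 (rat 6), so the sign within slide 2 depends on rat 6.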

The most downregulated transcript (−9.20 fold), Neurod2, is involved in neuronal differentiation. 

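Neurod2 encodes a basic helix-loop-helix transcription factor of neurons. Its normalised log2 signal was 2.91 ± 1.77 (SD, n = 6) on the CFA arrays and 6.15 ± 0.17 (SD, n = 5) on the contralateral arrays. The log2 fold change was -3.24 (standard error 0.73, adjusted p = 0.239 from limma), the largest among the lower probes past the study's threshold. The groups did not overlap (two-sided exact permutation p = 0.00433). The signal was well above background on 1 of 6 CFA arrays and on all 5 contralateral arrays. In the 5 rats with both sides, the log2 difference between the CFA and the contralateral ganglion ranged from -4.91 to -0.51. On the CFA arrays the signal was 5.75 on slide 2 (rat 1), 3.86 and 3.44 on slide 4 and between 1.22 and 1.76 on slide 5. The log2 difference was -0.40 within slide 2 and -0.41 with scan day as a block, and the log2 fold change was -1.16 without background correction and -0.70 with normexp correction.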

Figure 1 shows the 44 differentially expressed genes at a significance level *p* ≤ 0.001 and |FC|> 2, including a number of olfactory, taste and pheromone receptors, as well as the chemokine receptor (*Ccr7*) and the estrogen receptor 1 (Esr1) genes as well as long non-coding RNAs.

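Chemoreceptors and lncRNAs also stood among the transcripts with the smallest p. At an unadjusted p of 0.001 or less and an absolute fold change over 2, 50 probes passed, 21 higher and 29 lower on the CFA side. They comprised 7 odorant receptor genes (3 higher, 4 lower), 1 vomeronasal receptor gene (higher), 0 taste receptor genes, 20 lncRNAs (7 higher, 13 lower) and 22 other transcripts (10 higher, 12 lower). Of the 50 probes, 17 were well above background on every array of the brighter group. The count was 154 (30 higher, 124 lower) without the CFA array of rat 1 and 30 (17 higher, 13 lower) without that of rat 8. Without the contralateral arrays of rats 1 and 2 it was 27 (15 higher, 12 lower) and 33 (16 higher, 17 lower). It was 24 (6 higher, 18 lower) with a filter on dim probes, 5 without background correction and 1 with normexp correction. Ccr7, the receptor for the chemokines that guide dendritic cells and T cells to lymph nodes, was higher on the CFA side at the study's threshold. Its log2 fold change was 2.09 (standard error 0.77, adjusted p = 0.420 from limma), with 6.32 ± 0.18 (SD, n = 6) on the CFA arrays and 4.22 ± 2.08 (SD, n = 5) on the contralateral arrays. Its two-sided exact permutation p was 0.00649, its unadjusted p from limma 0.0201, and it was well above background on all 6 CFA and on 3 contralateral arrays. Esr1, the estrogen receptor alpha, was lower, with a log2 fold change of -2.29 (standard error 0.64, adjusted p = 0.307 from limma). It had an unadjusted p of 0.00458 from limma and a two-sided exact permutation p of 0.0217, and was well above background on 1 CFA and 3 contralateral arrays. With the rat as a replicate block Esr1 had a p of 0.00030 from limma (log2 fold change -2.12), past the stricter limit. Ccr7 had a p of 0.0331 in that fit (log2 fold change 2.055). Both genes had the same sign in all 5 rats. Within slide 2 the log2 difference was 0.27 for both, and with scan day as a block it was 2.12 for Ccr7 and -0.66 for Esr1.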

**Table 1:** The top 25 up- and downregulated genes.

**ID**	**FC**	***P*.Value**	**SystematicName**	**GeneSymbol**	**Description**	**EnsemblID**	**EntrezGene**
948	**5.20**	0.0381	MRAK049104	**NA**	**lncRNA (chromosome 1)**	NA	NA
11131	**4.55**	0.0353	TC598318	**NA**	**NA**	NA	NA
9725	**4.35**	0.0214	NM_199489.3	**Ccr7**	**C-C motif chemokine receptor 7**	ENSRNOG00000010665	287673
5534	**4.34**	0.0076	NM_001011951.1	**Sf3b4**	**splicing factor 3b, subunit 4**	ENSRNOG00000021181	295270
12278	**4.29**	0.0010	NM_001037518.1	**Defb23**	**defensin beta 23**	ENSRNOG00000023477	641621
519	**4.28**	0.0218	NM_001000099.1	**Olr1640**	**olfactory receptor 1640**	ENSRNOG00000048857	290049
13893	**4.13**	0.0236	NM_001106821.1	**Atm**	**ATM serine/threonine kinase**	ENSRNOG00000029773	300711
40839	**4.08**	0.0135	NM_134399.2	**Mk1**	**Mk1 protein**	ENSRNOG00000019657	171436
6132	**4.01**	0.0172	NM_001106551.1	**Lkaaear1**	**LKAAEAR motif containing 1**	ENSRNOG00000024815	296483
10158	**3.83**	0.0477	NM_001013956.1	**RGD1309049**	**similar to RIKEN cDNA 4933415F23**	ENSRNOG00000014123	301306
10494	**3.80**	0.0138	NM_001013147.1	**Axl**	**Axl receptor tyrosine kinase**	ENSRNOG00000020716	308444
2571	**3.78**	0.0404	NM_019128.4	**Ina**	**internexin neuronal intermediate filament protein, alpha**	ENSRNOG00000020248	24503
12538	**3.73**	0.0232	NM_198133.2	**Uts2b**	**urotensin 2B**	ENSRNOG00000038512	378939
3346	**3.72**	0.0156	NM_001047878.1	**F5**	**coagulation factor V**	ENSRNOG00000057855	NA
6931	**3.71**	0.0198	uc.339+	**NA**	**lncRNA (chromosome 7)**	NA	NA
5544	**3.70**	0.0316	NM_001001034.1	**Olr199**	**olfactory receptor 199**	ENSRNOG00000029755	405920
9136	**3.69**	0.0250	NM_012735.1	**Hk2**	**hexokinase 2**	ENSRNOG00000006116	25059
4102	**3.67**	0.0212	NM_001001010.1	**Olr283**	**olfactory receptor 283**	ENSRNOG00000030782	405384
3492	**3.67**	0.0159	uc.470+	**NA**	**lncRNA (chromosome X)**	NA	NA
1789	**3.66**	0.0240	XR_005913	**NA**	**lncRNA (chromosome 16)**	NA	NA
4451	**3.64**	0.0064	NM_173305.1	**Hsd17b6**	**hydroxysteroid (17-beta) dehydrogenase 6**	ENSRNOG00000002597	286964
11677	**3.63**	0.0013	NM_001000387.1	**Olr416**	**olfactory receptor 416**	ENSRNOG00000029069	296678
6676	**3.62**	0.0322	NM_001107582.2	**Pdcd1lg2**	**programmed cell death 1 ligand 2**	ENSRNOG00000016136	309304
9724	**3.61**	0.0247	NM_153466.1	**Gzmf**	**granzyme F**	ENSRNOG00000028810	266704
5556	**3.60**	0.0103	NM_001099514.1	**Vom2r48**	**vomeronasal 2 receptor, 48**	ENSRNOG00000028538	686145
39867	−**3.50**	0.0007	NM_001047931.1	**LOC498460**	**LRRGT00055**	ENSRNOG00000028821	498460
41314	−**3.62**	0.0313	NM_001080939.1	**Tas2r109**	**taste receptor, type 2, member 109**	ENSRNOG00000032724	690572
38176	−**3.63**	0.0005	NM_001164826.1	**RT1-Db2**	**RT1 class II, locus Db2**	ENSRNOG00000030431	24981
44381	−**3.64**	0.0049	NM_001130497.1	**Pnpla5**	**patatin-like phospholipase domain containing 5**	ENSRNOG00000022296	300108
35607	−**3.67**	0.0016	MRAK078136	**NA**	**lncRNA (chromosome 1)**	NA	NA
16902	−**3.73**	0.0186	uc.163+	**NA**	**NA**	NA	NA
41319	−**3.76**	0.0102	NM_001012084.1	**Adh6**	**alcohol dehidrogenase 6**	NA	NA
37492	−**3.78**	0.0025	NM_001003979.1	**Tmprss11c**	**transmembrane protease, serine 11C**	ENSRNOG00000033910	408213
36560	−**3.87**	0.0023	NM_001000338.1	**Olr619**	**olfactory receptor 619**	ENSRNOG00000021473	295843
43356	−**4.15**	0.0009	NM_022673.2	**Mecp2**	**methyl CpG binding protein 2**	ENSRNOG00000056659	29386
42598	−**4.17**	0.0001	NM_001017480.1	**Hoxb7**	**homeo box B7**	ENSRNOG00000007611	497985
38934	−**4.62**	0.0036	NM_052808.1	**Bpifa2**	**BPI fold containing family A, member 2**	ENSRNOG00000013540	50585
38765	−**4.64**	0.0056	NM_001000575.1	**Olr741**	**olfactory receptor 741**	ENSRNOG00000053815	366120
37233	−**4.69**	0.0053	NM_012689.1	**Esr1**	**estrogen receptor 1**	ENSRNOG00000019358	24890
43878	−**4.71**	0.0017	NM_001000307.1	**Olr485**	**olfactory receptor 485**	ENSRNOG00000009747	295751
38741	−**4.80**	0.0043	NM_001001355.1	**Olr905**	**olfactory receptor 905**	ENSRNOG00000057325	288875
44809	−**4.86**	0.0006	NM_001109459.1	**LOC685171**	**similar to protein disulfide isomerase-associated 6**	ENSRNOG00000058543	685171
40038	−**4.88**	0.0012	uc.400−	**NA**	**lncRNA (chromosome 19)**	NA	NA
43786	−**5.14**	0.0023	NM_001109285.1	**C2cd4c**	**C2 calcium-dependent domain containing 4C**	ENSRNOG00000008026	500798
43442	−**5.40**	0.0004	uc.225+	**NA**	**lncRNA (chromosome 4)**	NA	NA
40720	−**5.65**	0.0041	NM_001000692.1	**Olr25**	**olfactory receptor 25**	ENSRNOG00000046609	404897
41996	−**6.14**	0.0014	uc.47−	**NA**	**lncRNA (chromosome 6)**	NA	NA
43609	−**6.60**	0.0018	NM_001000394.1	**Olr428**	**olfactory receptor 428**	ENSRNOG00000030460	296689
36293	−**8.03**	0.0021	XR_008902	**NA**	**lncRNA (chromosome 19)**	NA	NA
44472	−**9.20**	0.0012	NM_019326.1	**Neurod2**	**neuronal differentiation 2**	ENSRNOG00000028417	NA

*ID, microarray feature identifier; FC, expression ratio (fold-change) between CFA-treated and contralateral sample groups*.

**Figure 1:**
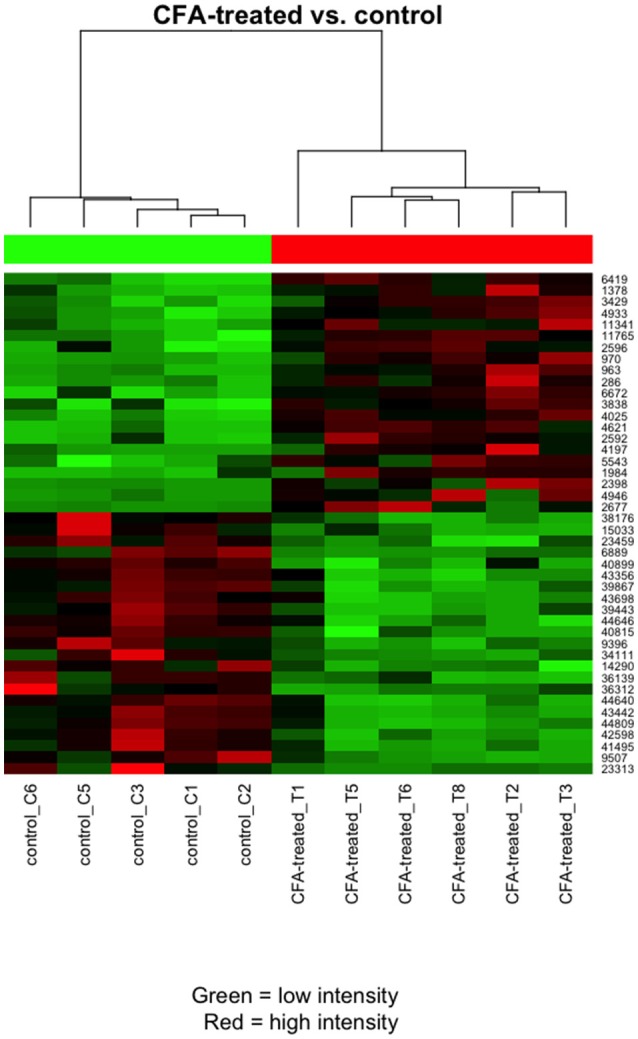
Heat map clustering of the most differentially expressed transcripts for the comparison between CFA-treated and contralateral side TRG samples. Pearson's metrics has been used in hierarchical clustering of the samples and filtered features. The clustering is based on the general expression measurement similarity. Red colour means high expression and green low expression. Each row represents one differentially expressed (DE) feature (microarray feature identifiers) and each column represents one sample.

### Gene ontology

Gene set enrichment analysis was performed on the microarray data to find common features of genes. The most differentially expressed genes (|FC|>2, *p* ≤ 0.001) between the control (contralateral) and 7-day CFA (ipsilateral) samples from TRG were functionally annotated based on gene ontology (GO), KEGG Pathway and Reactome terms to gain an overview of the affected biological processes and pathways (Table 2). 

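Steroids are made and broken down by enzymes such as the hydroxysteroid dehydrogenases, and glucose use begins with the hexokinases. The gene lists used here were made for these arrays and judged at the study's threshold. The paper instead tested GO, KEGG and Reactome terms with genes at a p of 0.001 or less, and that enrichment was not retested. Of 38 measured genes of steroid metabolism, 2 were higher on the CFA side at the study's threshold, 1 was lower and 35 did not pass. Hsd17b6, a 17-beta-hydroxysteroid dehydrogenase, had a log2 fold change of 1.85 (standard error 0.54, adjusted p = 0.331 from limma). Hsd3b1, a 3-beta-hydroxysteroid dehydrogenase, had one of 1.37 (standard error 0.45, adjusted p = 0.383). The lower gene was the estrogen receptor gene Esr1. Of 35 genes of carbohydrate metabolism, the hexokinase Hk2 was higher, with a log2 fold change of 1.86 (standard error 0.71, adjusted p = 0.431), and 34 did not pass. Of 29 genes of glycosphingolipid and O-glycan synthesis, the sialyltransferase St3gal1 was lower and 28 did not pass. The log2 fold change of St3gal1 was -1.09 (standard error 0.17, adjusted p = 0.166), without overlap between the groups (two-sided exact permutation p = 0.00217). It was well above background on 1 of 6 CFA and 3 of 5 contralateral arrays, and its log2 fold change was 0.056 after a correction for position on the array. At an adjusted p of 0.05, adjusted over the list alone, 0 genes of steroid metabolism, 0 of carbohydrate metabolism and 1 of glycan synthesis (St3gal1) passed, and 0 of any of these lists when adjusted over all probes. As sets, the lists did not move against the other genes (camera adjusted p = 0.949 for steroid and 0.967 for carbohydrate metabolism and for glycan synthesis, each 0.982 with an estimated correlation). The median log2 fold change was -0.03 in each list over all arrays, and within slide 2 it was 0.10, 0.09 and 0.04. The lists overlap with the study's own picks, since Hsd17b6, Hk2 and Esr1 stand in Table 1. The paper's p for them is 0.0064, 0.0250 and 0.0053, above its limit for the enrichment. Treh, which passed the stricter p here with a log2 fold change of 1.76, was not in the list of carbohydrate metabolism. The slide 2 arrays alone gave log2 differences of 0.38 for Hsd17b6, 0.42 for Hsd3b1, 0.07 for Hk2 and -0.65 for St3gal1. Olfactory and other chemosensory receptor genes made up 103 of the 498 probes past the study's threshold.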

The identified enriched GO terms include steroid and carbohydrate metabolism, sensory perception and olfactory transduction.

**Table 2:** Results of gene set enrichment analysis of a subset of genes differentially expressed between the control (contralateral) and 7-day CFA (ipsilateral) samples from TRG as detected by microarray.

	**Term**	**Annotated**	**Significant**	**Expected**	***P*-Value**
**GO.ID**	**Biological process**				
GO:0008202	Steroid metabolic process	223	3	0.3	0.0031
GO:0005975	Carbohydrate metabolic process	400	3	0.54	0.0155
GO:0007600	Sensory perception	1,453	5	1.97	0.0380
GO:0050911	Detection of chemical stimulus involved in sensory perception of smell	1,059	4	1.43	0.0487
**CELLULAR COMPONENT**					
GO:0005576	Extracellular region	3,051	6	3.95	0.181
GO:0005615	Extracellular space	2,639	5	3.41	0.243
GO:0071944	Cell periphery	4,053	7	5.24	0.246
GO:0044421	Extracellular region part	2,763	5	3.57	0.276
GO:0016021	Integral component of membrane	4,420	7	5.72	0.334
GO:0031224	Intrinsic component of membrane	4,505	7	5.83	0.356
GO:0044425	Membrane part	5,350	8	6.92	0.381
GO:0005886	Plasma membrane	3,959	6	5.12	0.407
GO:0044464	Cell part	11,048	15	14.29	0.476
GO:0005623	Cell	11,071	15	14.32	0.486
**MOLECULAR FUNCTION**					
GO:0004984	Olfactory receptor activity	1,059	4	1.21	0.0269
GO:0099600	Transmembrane receptor activity	1,749	5	2	0.0374
**KEGG.ID**	**KEGG pathway term**				
604	Glycosphingolipid biosynthesis - ganglio series	12	1	0.012067578	0.012014279
603	Glycosphingolipid biosynthesis - globo series	13	1	0.01307321	0.013010232
533	Glycosaminoglycan biosynthesis - keratan sulfate	14	1	0.014078842	0.014005382
512	Mucin type O-Glycan biosynthesis	20	1	0.020112631	0.019959439
500	Starch and sucrose metabolism	28	1	0.028157683	0.027853402
4740	Olfactory transduction	842	3	0.846741754	0.036986751
**Reactome.ID**	**Downregulated reactome term**	**GeneRatio**	**BgRatio**	***P*****-Value**	
R-RNO-8957275	Post-translational protein phosphorylation	2/5	74/5483	0.001750444	
R-RNO-381426	Regulation of Insulin-like Growth Factor (IGF) transport and uptake by Insulin-like Growth Factor Binding Proteins (IGFBPs)	2/5	82/5483	0.002145931	

*Enrichment analysis for the differentially expressed filtered gene lists test whether the genes within a certain KEGG or Reactome pathway or GO term are statistically over-represented in a given comparison*.

### Mechanonociceptive threshold

The facial mechanonociceptive threshold of CFA-injected rats was significantly decreased compared to the contralateral side starting from day 1 after injection. The allodynia reached its maximum on day 3 (*p* ≤ 0.001), as the threshold change was lower on day 7 (Figure 2). No significant changes in the contralateral threshold were observed in the whisker pad area.

**Figure 2:**
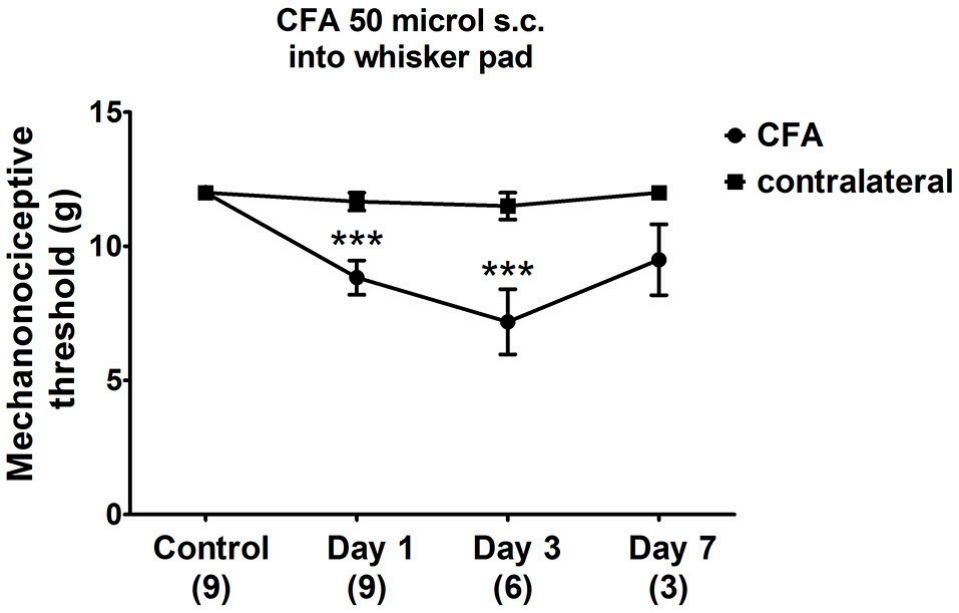
Changes in mechanical threshold in response to von Frey filaments before and 1, 3, 7 days after CFA (50 μl s.c. complete Freund's adjuvant) inflammation. Orofacial thresholds in both ipsilateral and contralateral sides were measured. Data are means ± S.E.M. (*n* = 9 at control and day 1; *n* = 6 at day 3; *n* = 3 at day 7). Asterisks denote statistically significant differences between contralateral (CT) and ipsilateral (CFA) sides (***p ≤ 0.001) as analysed by two-way ANOVA followed by Bonferroni's post-test.

### RT-PCR analysis

#### Validation of differentially expressed mRNAs in TRG by real-time RT-PCR

To validate the microarray results, the transcription levels of five differentially expressed, microarray-identified genes were further determined using quantitative real-time RT-PCR. The following genes were chosen for validation: *Lkaaear1, Neurod2* (Table 1), as well as G-protein coupled receptor 39 (*Gpr39*), kisspeptin (*Kiss1*) and kisspeptin-1 receptor (*Kiss1r*) (microarray data not shown). 

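Gpr39 encodes a zinc-sensing receptor, Kiss1 and Kiss1r the peptide kisspeptin and its receptor, and Neurod2 a transcription factor of neurons. Little is known about the protein of Lkaaear1. On the arrays Gpr39 was higher on the CFA side, with a log2 fold change of 1.59 (standard error 0.68, adjusted p = 0.455 from limma), a 3.01-fold difference. Its signal was 9.52 ± 0.21 (SD, n = 6) on the CFA arrays and 7.93 ± 1.84 (SD, n = 5) on the contralateral arrays, with a two-sided exact permutation p of 0.00649. With the rat as a replicate block its p was 0.0607 from limma at a log2 fold change of 1.59, and it passed the study's threshold under 11 of 24 alternatives. A second Gpr39 probe had a log2 fold change of 0.29 (standard error 0.31, adjusted p = 0.706). Lkaaear1 had a log2 fold change of 1.97 (standard error 0.69, adjusted p = 0.404), a 3.92-fold difference, with 7.26 ± 1.16 (SD, n = 6) against 5.29 ± 1.35 (SD, n = 5) and an exact permutation p of 0.0108. Kiss1 was lower, with a log2 fold change of -0.86 (standard error 0.20, adjusted p = 0.239), a 1.82-fold difference and so under the study's fold limit. Its signal was well above background on 2 of 6 CFA and 3 of 5 contralateral arrays, and the groups did not overlap (exact permutation p = 0.00433). Kiss1r had a log2 fold change of -1.41 (standard error 0.35, adjusted p = 0.262), a 2.65-fold difference, with 5.07 ± 0.57 (SD, n = 6) against 6.47 ± 0.71 (SD, n = 5). For Neurod2 the signal was 9.47-fold lower on the CFA arrays, 2.23-fold without background correction and 1.62-fold with normexp correction. The folds without background correction and with normexp were 2.36 and 1.89 for Lkaaear1, 1.88 and 1.52 for Kiss1r and 1.14 and 1.07 for Kiss1, in the same directions. The direction was the same in all 5 rats for Kiss1 and Neurod2 and in 4 of 5 for Gpr39, Lkaaear1 and Kiss1r. Within slide 2 the log2 difference was 0.30 for Gpr39 (-0.35 for its second probe), 0.11 for Lkaaear1, -0.66 for Kiss1 and -0.14 for Kiss1r. With scan day as a block it was 1.64, 1.27, -0.98 and -0.88 for Gpr39, Lkaaear1, Kiss1 and Kiss1r. The first Gpr39 probe and that of Lkaaear1 lie in the first of 4 bands of rows on the array and those of Kiss1, Kiss1r and Neurod2 in the last.

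**Figure D2:**
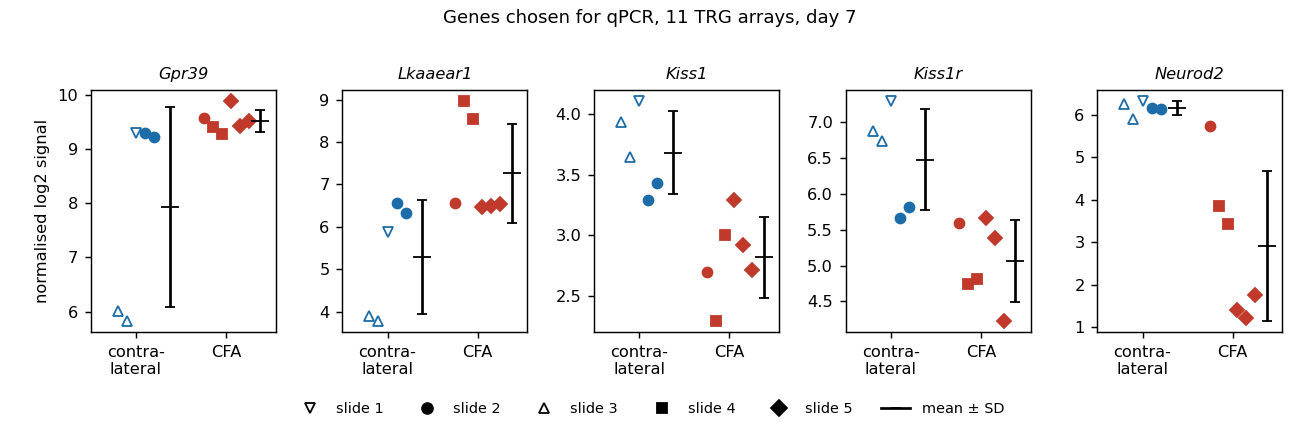
Normalised log2 signal of Gpr39, Lkaaear1, Kiss1, Kiss1r and Neurod2 on 5 contralateral and 6 CFA arrays, where each point is 1 array, its shape shows the slide, and the bar gives the mean ± SD. The Gpr39 signal averages 9.52 in CFA and 7.93 in contralateral ganglia, and that of Neurod2 2.91 and 6.15.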

The relative fold changes (up-regulated) of *Gpr39* and *Lkaaear1* for CFA TRG samples were 3.04 and 4.01 respectively, while the relative fold changes (down-regulated) of *Kiss1, Kiss1r* and *Neurod2* were −1.74, −2.63, and −9.2 (Table 1, Supplementary Table 2). On day 7, *Gpr39* and *Kiss1r* alterations were similar to the microarray data (Figure 3). PCR results could not confirm microarray data on *Lkaaear1, Neurod2* and *Kiss1. Lkaaear1* presented decreased mRNA levels on day 7 compared to contralateral CT side. In addition, we were unable to detect *Neurod2* expression changes in TRG with our PCR protocol. We also chose to investigate the time course of neuronal and activation marker expressions. 

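Iba1, encoded by Aif1, marks macrophages and microglia, Gfap marks activated satellite glia and astrocytes, and calcitonin gene-related peptide (Cgrp), encoded by Calca, is the main peptide of a large group of nociceptors. None of these genes passed the study's threshold on day 7. Aif1 had a log2 fold change of -0.13 (95% interval -0.50 to 0.23, adjusted p = 0.748 from limma), with signals of 13.44 ± 0.33 (SD, n = 6) on the CFA and 13.57 ± 0.19 (SD, n = 5) on the contralateral arrays. Gfap had a log2 fold change of 0.20 (95% interval -2.75 to 3.15, adjusted p = 0.958), and with the rat as a replicate block 0.59, with differences within the 5 rats from -0.33 to 3.09. Its signal varied between ganglia far more than between the sides, from 10.13 to 15.33 on the CFA arrays and from 10.23 to 15.23 on the contralateral arrays. Mog and Mobp, genes of the myelin of the central nervous system, ranged from 6.43 to 11.01 and from 9.04 to 12.4 on the 11 arrays. Calca had a log2 fold change of 0.26 (95% interval 0.02 to 0.49, adjusted p = 0.446, two-sided exact permutation p = 0.0303), and its other probes had 0.08 and 0.17. Within slide 2 the log2 difference was -0.38 for Aif1, 4.57 for Gfap and 0.19 for Calca, and with scan day as a block -0.57, 2.70 and 0.31. The contralateral ganglion of rat 1, whose CFA array (15.19 for Gfap) lies on slide 2, had a Gfap signal of 15.23. Fosb was not analysed here. Of 14 measured genes of glial activation, 23 of nociceptors, 18 immediate early genes and 19 of macrophages, 0 passed the study's threshold (unadjusted p of 0.05 or less in 0, 3, 1 and 0 of them, whatever the fold). At an adjusted p of 0.05 none passed, adjusted over the list alone or over all probes. In the glial list, the potassium channel Kcnj10 had the smallest p (0.0773 from limma), with a mean signal 1.76-fold lower on the CFA side. The 95% interval of this change included no change. The signal was well above background on 0 of 6 CFA and 2 of 5 contralateral arrays. Within slide 2 and with scan day as a block Kcnj10 was higher, and no size is given since no CFA array was well above background. Mrgprd, a receptor of non-peptidergic nociceptors, had a log2 fold change of -0.33 (standard error 0.11, adjusted p = 0.366), while the capsaicin receptor gene Trpv1 had -9.8e-05 (standard error 0.07) and Calcb 0.05 (standard error 0.13). Among the immediate early genes Ier2 had -0.25 (standard error 0.08), Fos -0.02 and Egr1 0.56 (standard error 0.49). Among the macrophage genes, Fcgr1a had -0.33 and Csf1r -0.23 (standard error 0.11). None of these lists moved as a set (camera adjusted p = 0.949 for the glial, nociceptor and immediate early genes and 0.958 for the macrophage genes, each 0.982 with an estimated correlation). Their median log2 fold changes were 0.0037, 0.05, -0.08 and -0.06, and within slide 2 -0.11, 0.07, -0.08 and -0.32. With slide as a block the macrophage list was lower on the CFA side (camera adjusted p = 0.0196), but not with an estimated correlation (adjusted p = 0.635).

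**Figure D3:**
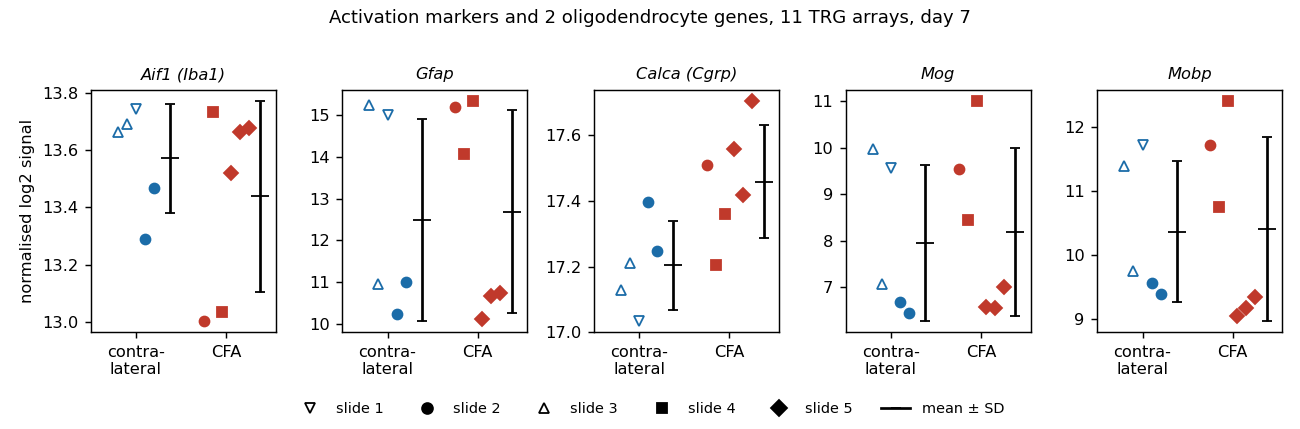
Normalised log2 signal of Aif1 (Iba1), Gfap, Calca (Cgrp), Mog and Mobp on 5 contralateral and 6 CFA arrays, where each point is 1 array, its shape shows the slide, and the bar gives the mean ± SD. Both groups of Gfap values spread from about 10 to 15, and those of Calca lie close together at 17.46 in CFA and 17.20 in contralateral ganglia on average.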

Although *Fosb*, Ionized calcium binding adaptor molecule 1 (*Iba1*), Glial fibrillary acidic protein (*Gfap*) and Calcitonin gene-related peptide (*Cgrp*) were not listed in microarray data, meaning no significant changes between the two groups of interest, we analysed the variation of these mRNA levels as well. No significant differences were detected on day 7 related to the mentioned genes which further confirmed the consistency and reliability of the microarray data.

**Figure 3:**
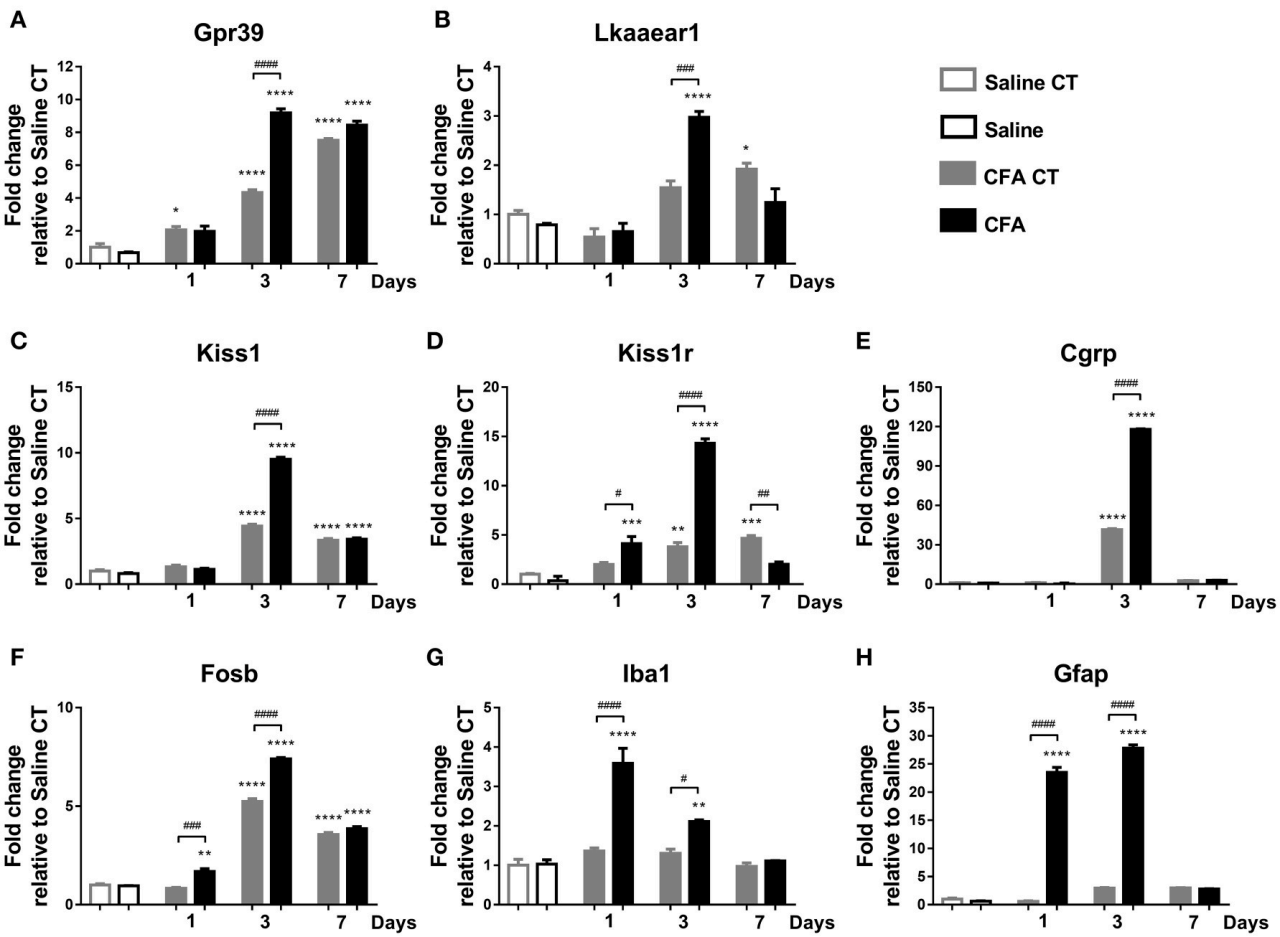
Time course of normalized fold changes in the trigeminal ganglia of Gpr39 **(A)**, Lkaaear1 **(B)**, Kiss1 **(C)**, Kiss1r **(D)**, Cgrp **(E)**, Fosb **(F)**, Iba1 **(G)**, and Gfap **(H)** mRNA expression one, 3 and 7 days after CFA injection. The mRNA levels were normalised to β2m and Hprt1, as detailed in materials and methods. Data are means ± S.E.M. (*n* = 3 at each time point). Asterisks denote statistically significant differences between CT Saline and CT/CFA groups (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001), while hash marks label statistically significant differences between respective CT and CFA groups (^#^*p* ≤ 0.05, ^*##*^*p* ≤ 0.01, ^*###*^*p* ≤ 0.001, ^*####*^*p* ≤ 0.0001) as analysed by one-way ANOVA followed by Tukeys' multiple comparison tests.

#### Gene expression analysis in TRG tissues

We measured mRNA levels of eight genes in TRG tissues on three different time points after CFA injection. On day 1, CFA-induced significant up-regulation of Kiss1r, as well as of neuronal (*Fosb*), glial (*Iba1*), and astrocyte (*Gfap*) activation markers compared to saline-treated control group. By day 3, seven genes reached their maximum at a level of 9.18- (Gpr39), 2.97- (*Lkaaear1*), 9.51- (*Kiss1)*, 14.31- (*Kiss1r*), 117.82- (*Cgrp*), 7.40- (*Fosb*), and 27.80- fold (Gfap). Iba1 reached a 3.6-fold peak at day 1 before declining. mRNA levels of *Lkaaear1, Kiss1r, Iba1* gradually decreased at last time point until reaching a non-significant level compared to saline-treated control side (Figure 3).

#### Gene expression analysis in TNC tissues

Briefly, main changes in the relative gene expression were observed directly 1, 3 and 7 days post-CFA treatment. All measured mRNA levels, except *Kiss1r*, showed significantly altered temporal change in TNC of CFA-injected samples when compared to both CFA CT and Saline CT, presenting a maximum at day 3 (*p* ≤ 0.001 or *p* ≤ 0.0001). There was no significant difference in mRNA abundance of *Kiss1r* on different time points (Figure 4).

**Figure 4:**
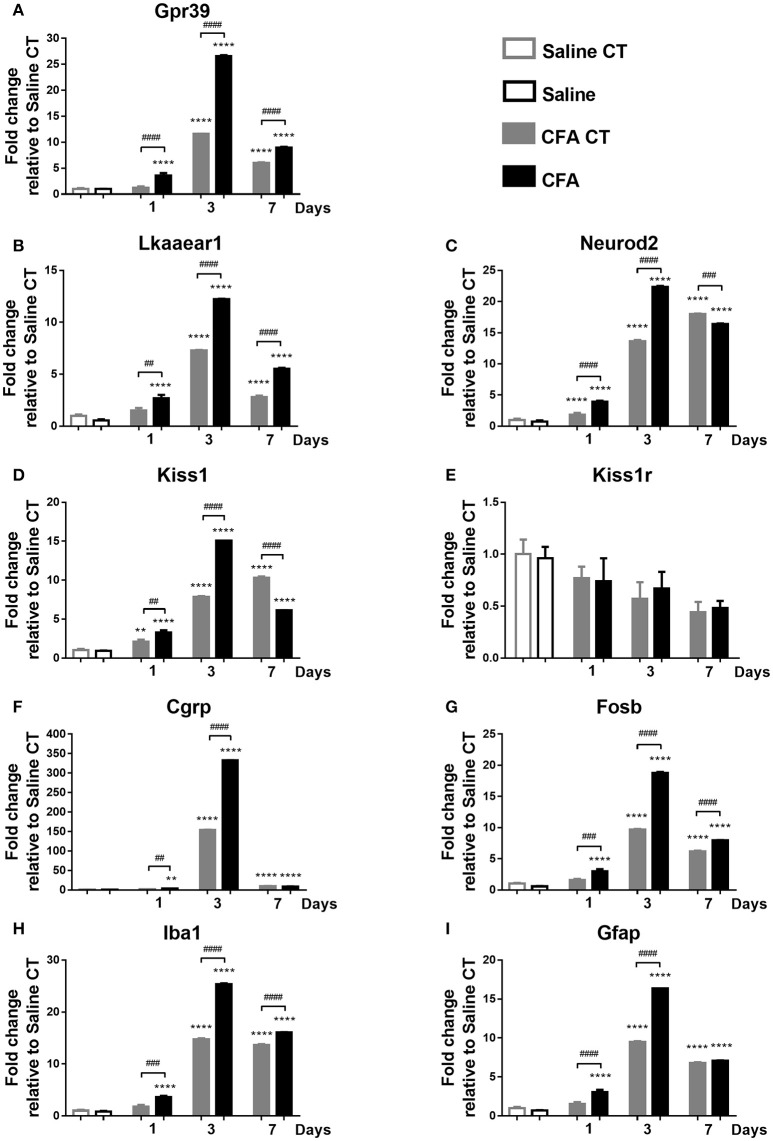
Time course of normalized fold changes in the trigeminal nucleus caudalis of Gpr39 **(A)**, Lkaaear1 **(B)**, Neurod2 **(C)**, Kiss1 **(D)**, Kiss1r **(E)**, Cgrp **(F)**, Fosb **(G)**, Iba1 **(H)**, and Gfap **(I)** mRNA expression one, 3 and 7 days after CFA injection. The mRNA levels were normalised to β2m and Hprt1, as detailed in materials and methods. Data are means ± S.E.M. (*n* = 3 at each time point). Asterisks denote statistically significant differences between CT Saline and CT/CFA groups (**p ≤ 0.01, ****p ≤ 0.0001), while hash marks label statistically significant differences between respective CT and CFA groups (^*##*^*p* ≤ 0.01, ^*###*^*p* ≤ 0.001, ^*####*^*p* ≤ 0.0001) as analysed by one-way ANOVA followed by Tukeys' multiple comparison tests.

#### Gene expression analysis in PBMCs

Finally, low but significant expressional changes of *Lkaaear1* and *Kiss1r* gene mRNA in peripheral blood from CFA-treated rats have been observed. *Lkaaear1* displayed a gene expression pattern similar to *Kiss1r*, where Lkaaear1 presented a maximum of 2.33 and *Kiss1r* a 3.86 fold change at day one. We noted no significant changes in *Gpr39* mRNA levels of PBMCs after CFA exposure. Interestingly, *Fosb* and *Iba1* seem to be up-regulated (*p* ≤ 0.01 or *p* ≤ 0.001) at each time point due to CFA treatment, while Gfap only on day 7 (Figure 5).

**Figure 5:**
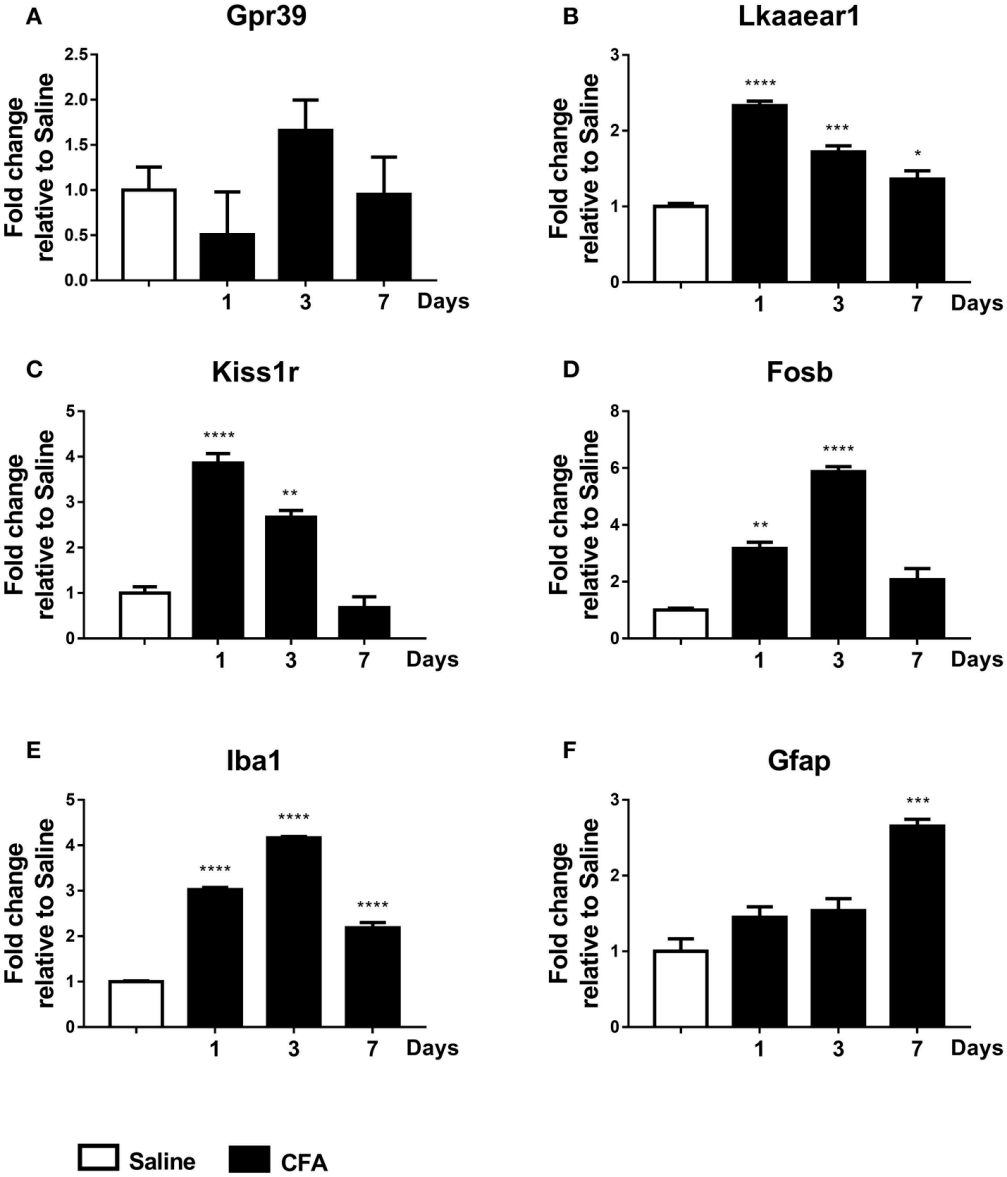
Time course of normalized fold changes in PBMC of Gpr39 **(A)**, Lkaaear1 **(B)**, Kiss1r **(C)**, Fosb **(D)**, Iba1 **(E)**, and Gfap **(F)** mRNA expression one, 3 and 7 days after CFA injection. The mRNA levels were normalised to Ppia and Hprt1, as detailed in materials and methods. Data are means ± S.E.M. (*n* = 3 at each time point). Asterisks denote statistically significant differences between respective Saline and CT/CFA groups (*p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, ****p ≤ 0.0001) as analysed by one-way ANOVA followed by Tukeys' multiple comparison tests.

#### Heat map plotting

Fold change data were plotted on a heat map to summarize changes in mRNA levels measured by qPCR (Figure 6). Genes with a similar level of expression were grouped into three major clusters in TRG samples: *1. Kiss1r, Gpr39*; *2. Kiss, Fosb, Lkr, Cgrp*; *3. Gfap, Iba1*. In the TNC, all but one gene fall into a large cluster with highly similar temporal patterns, except for Kiss1r that changed the opposite way, however, its alterations were not found to be significant. Group 3 genes distinctly upregulated in CFA-treated TRG samples on days 1 and 3 but not on respective contralateral sides while they were substantially upregulated in TNC samples from both sides on these days, as well as on day 7. Genes upregulated in TRG and TNC were also elevated in PBMCs, although starting at an earlier time point (day 1) for most genes.

**Figure 6:**
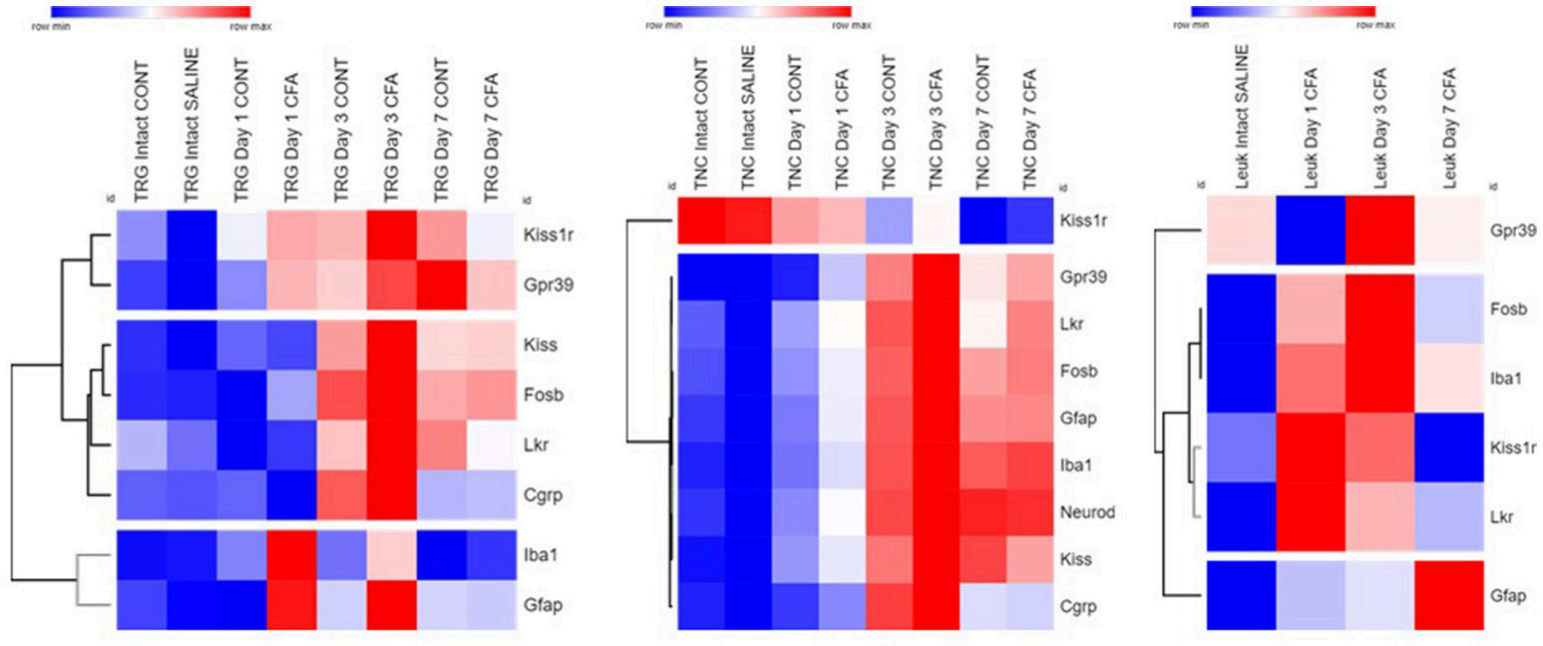
Summary of all qPCR results in TRG, TNC and PBMCs one, 3 and 7 days after CFA injection and in saline-treated controls. Fold change values were log2 transformed and plotted on a heat map. Rows: genes; columns: sample groups; scale: blue (low) to red (high). Hierarchical cluster analysis (1-Pearson correlation and average linkage method) was performed. Dendrograms on the left side of each figure demonstrate similarities between expression patterns of genes.

## Discussion

To our knowledge, this is the first comprehensive study which compared gene expression changes in the TRG, TNC and peripheral blood leukocytes in an inflammatory orofacial pain model. Simultaneous measurement of the transcriptional changes of PBMCs had been suggested to reflect alterations in the CNS (Arosio et al., 2014; Gerring et al., 2016; Srinivasan et al., 2017). We described up- and downregulation of distinct genes that are likely to be involved in the activation and sensitization of primary and secondary trigeminal neurons.

The mechanisms of nociceptor sensitization after inflammation have been extensively studied in rodents by electrophysiological, histological and molecular biological approaches (Hucho and Levine, 2007; Coste et al., 2008; Matsumoto et al., 2010; Cady et al., 2011; Bernstein and Burstein, 2012; Weyer et al., 2016). Nevertheless, we cannot extrapolate all the findings to the trigeminovascular system, since it is considerably different from other regions of the somatosensory system. As mentioned before, the central terminals of extra- and intracranial trigeminal primary afferents converge considerably in the TNC. As a consequence, inflammatory sensitization of primary meningeal afferents and secondary trigeminal neurons resulted in an enhanced response to cutaneous stimulation of the face (Burstein et al., 1998; Levy et al., 2004). On the other hand, experimental data also confirm that noxious stimulation (e.g., intranasal capsaicin), inflammation or nerve lesion on the face can induce meningeal vasodilation or neurogenic inflammation (Kunkler et al., 2011; Filipović et al., 2012). Intriguingly, it was revealed that there are trigeminal afferents which project to both the meninges and extracranial tissues (Schueler et al., 2013). Both human and rodent data point out that gene expression of TRGs is distinct from DRGs (Manteniotis et al., 2013; Flegel et al., 2015; Kogelman et al., 2017; LaPaglia et al., 2017). Yet, there have only been few rodent studies investigating gene expression changes in the TRGs after chronic orofacial inflammation (Okumura et al., 2010; Chung et al., 2016).

Our microarray study revealed a high number of differentially expressed olfactory, taste and pheromone receptor genes between the ipsi- and contralateral sides 7 days after CFA treatment. 

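Chemoreceptors are G-protein coupled receptors that bind odours, tastes, pheromones and trace amines, and most are known from sensory cells of the nose and the tongue. Of 1320 chemoreceptor probes, 103 (7.80%) passed the study's threshold, against 204 of 12974 probes (1.57%) of other named genes. This is an odds ratio of 5.30 (95% interval 4.11 to 6.80, two-sided Fisher's exact test, p = 4.54e-33). The test counts probes as independent, which probes on the same arrays are not, so its p does not measure an effect of the side. Against all other mRNA probes it was 4.87, and 2.12 (95% interval 1.63 to 2.75) within classes of signal and row. The odds ratio was 4.03 for the 51 higher and 6.96 for the 52 lower receptors. They included 86 of 1156 odorant receptor probes (40 higher, 46 lower), 7 of 33 taste receptor probes (3 higher, 4 lower), 10 of 114 vomeronasal receptor probes (8 higher, 2 lower) and 0 of 17 trace amine receptor probes. The smallest p belonged to the odorant receptor gene Or5i1, whose mean signal was 2.77-fold higher on the CFA side (adjusted p = 0.0677 from limma). Or52s6 was 2.95-fold higher (adjusted p = 0.0683), the vomeronasal receptor gene Vom1r7 3.40-fold and Or5an10 2.50-fold. For these genes the signal was well above background on 2 of 6 CFA arrays and on no contralateral array. The folds therefore rest mostly on values at background, and their sizes are uncertain. Or2l13c was 2.13-fold lower and Or5b123b 2.01-fold lower, with no CFA array well above background. Or5b123b passed the study's threshold under 12 of 23 alternatives, and not with the rat as a replicate block. Or8b47 also passed, but both groups were at background and no fold is given. Or10a3c, well above background on all 5 contralateral and 4 of 6 CFA arrays, had a log2 fold change of -1.62 (standard error 0.36, adjusted p = 0.239), and Or7e176 one of 1.76 (standard error 0.60, adjusted p = 0.399). On slide 2 the CFA array was higher for Or5i1, Or52s6, Vom1r7 and Or5an10 and lower for Or2l13c and Or5b123b. No sizes are given for these genes there, since the dimmer group was not well above background. The log2 differences on slide 2 were -0.12 for Or10a3c and 0.37 for Or7e176. Adjusted over the list alone, 6 receptor genes passed an adjusted p of 0.05, and 0 adjusted over all probes. The list holds receptors that the study had picked on these arrays. The receptor signals were dim, with a median log2 signal of 2.44 against 10.08 for the other mRNA probes, and 37.1% of the receptor probes (3.15% of the others) were well above background on no array. Of the 103 receptors, 61 were well above background on every array of the brighter group. Taken as a set, 1318 receptor genes did not move one way (camera p = 0.262, and 0.603 with an estimated correlation), with a median log2 fold change of -0.10 over all arrays and of -0.00087 within slide 2. The excess among the probes past the threshold was 4.09 as an odds ratio with slide as a block, 3.52 with scan day as a block and 2.57 within slide 2. Some other splits of the arrays into 6 and 5 also gave many receptors, such as 116 of 535 probes and 105 of 562. The split with 604 probes gave 13. A large share of receptors is therefore not particular to the contrast of the sides. With normexp background correction, under which 16 probes passed in all, the odds ratio was 1.79 (Fisher's exact test, p = 0.341). The paper finds it appealing to draw parallels between the disturbed chemoreceptors of the TRG and the odour triggers and taste disturbances of migraine, and states that their part in trigeminal sensitisation is not known.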

A large number of transcripts of chemoreceptors had been detected in murine and human TRGs using next-generation sequencing (Manteniotis et al., 2013), however their involvement in trigeminal sensitisation is not known. It is appealing to draw parallels between the perturbation of TRG chemoreceptors in our model and the known phenomena of an odour or perfume-triggered migraine, as well as odour hypersensitivity, osmophobia, odour hallucination and taste abnormalities associated with migraine (Schreiber and Calvert, 1986; Kelman, 2004; Goadsby et al., 2017). 

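Thyroid hormone receptors and estrogen receptors are nuclear receptors that switch genes on or off when they bind their hormone. Thrb, the thyroid hormone receptor beta, was lower on the CFA side, with a log2 fold change of -1.77 (standard error 0.44, adjusted p = 0.259 from limma). Its signal was 2.78 ± 1.03 (SD, n = 6) on the CFA and 4.55 ± 0.27 (SD, n = 5) on the contralateral arrays (two-sided exact permutation p = 0.0152), well above background on 1 and 5 of them. The sign was the same in all 5 rats. Of 16 measured nuclear receptor genes, Thrb and Esr1 were lower at the study's threshold, 0 were higher and 14 did not pass. Adjusted over the list alone, both passed an adjusted p of 0.05, and 0 passed adjusted over all probes. As a set the nuclear receptors had a median log2 fold change of -0.19 (camera adjusted p = 0.440, and 0.982 with an estimated correlation), which was 0.07 within slide 2. Of 44 measured cytokine, chemokine and receptor genes, the chemokine receptors Ccr7 and Cxcr2 were higher, 0 were lower and 42 did not pass, and none passed adjusted over the list alone. Cxcr2, a receptor of neutrophils for CXC chemokines, had a log2 fold change of 1.49 (standard error 0.66, adjusted p = 0.459, two-sided exact permutation p = 0.0173). It passed the study's threshold under 9 of 24 alternatives, and not with the rat as a replicate block (log2 fold change 1.46). The cytokine list had a median log2 fold change of -0.07 over all arrays (camera adjusted p = 0.958) and of -0.40 within slide 2. With slide as a block its shift gave a camera adjusted p of 0.00343, which was 0.635 with an estimated correlation. Of 7098 lncRNA probes, 140 (1.97%) passed the study's threshold, 76 higher and 64 lower, against 342 of 15321 mRNA probes (2.23%). The odds ratio was 0.881 (95% interval 0.717 to 1.08, two-sided Fisher's exact test with probes counted as independent, p = 0.216). They included 29 higher and 33 lower of 962 transcripts of ultraconserved regions (uc) and 31 higher and 21 lower of 4407 transcripts with MR accessions. MRAK006843, which has 3 spots, was well above background on 5 of 6 CFA and all 5 contralateral arrays. It was 2.14-fold higher on the CFA side (adjusted p = 0.184), and MRAK016144 had a log2 fold change of 1.12 (standard error 0.21). The lncRNA uc.151+ was 2.35-fold higher on the CFA side, and uc.98- was 3.24-fold lower, each with no array of the dimmer group well above background. MRAK043901, with 3 spots and well above background on all 11 arrays, had a log2 fold change of -1.32 (standard error 0.24, adjusted p = 0.196). MRAK144529 had one of -1.17 (standard error 0.23). Within slide 2 the log2 differences were -0.00044 for Thrb, 0.04 for Cxcr2, 1.23 for MRAK006843, 0.33 for MRAK016144, -0.91 for MRAK043901 and -0.30 for MRAK144529. There uc.151+ was higher and uc.98- lower on the CFA array, without a size since the dimmer group was not well above background. With slide as a block the odds ratio of the lncRNA probes was 1.25 (p = 0.00946 from Fisher's exact test), and it passed the test in the other direction at 0.215 without background correction, 0.526 after the correction for position, 0.660 with a floor, 0.740 with outlier spots kept and 0.797 without the CFA array of rat 6.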

The microarray analysis implicated thyroid hormone receptor beta which had been previously associated with migraine (Gormley et al., 2015), and chemokine signalling (*Ccr7*), among many others as well as long non-coding RNAs (lncRNA) putatively involved in gene regulation.

On the basis of these microarray results, we further investigated the time-dependent changes of one of the most upregulated genes (*Lkaaear1*) and the most downregulated (*Neurod2*) gene with qPCR. Transcripts of genes with possible roles in nociception, which also have the potential to be future drug targets, were also chosen to be studied, such as two G-protein-coupled receptors (*Gpr39* and *Kiss1r*) and the neuropeptide kisspeptin (*Kiss1*). *Lkaaear1* encodes an LKAAEAR motive containing protein with unclear function. It is highly expressed in the brain and testis and during organ development (NCBI Gene database)^2^ *Neurod2* is involved in neuronal differentiation and has been implicated in synaptic plasticity (Bayam et al., 2015; Chen et al., 2016). Gpr39 is a Zn^2+^-sensing G_α*q*_-coupled receptor which is expressed in a wide range of tissues including some areas of the brain. Activation of Gpr39 induces the release of Ca^2+^ via the IP_3_ pathway. The receptor may play a role in depression, and as a specific and direct sensor of Zn^2+^, in many physiological functions where the cation is involved such as synaptic transmission (Popovics and Stewart, 2011; Sato et al., 2016). Kisspeptin, encoded by the Kiss1 gene, is considered to have an emerging role in the neuroendocrine regulation of reproduction and puberty (de Roux et al., 2003; Seminara, 2006; Kauffman et al., 2007; Colledge, 2009). Kisspeptin-expressing neurons and Kiss1r are found in areas other than the hypothalamus: amygdala, hippocampus, periaqueductal grey (Oakley et al., 2009; Herbison et al., 2010). In addition, DRG and dorsal horns neurons of the spinal cord have been shown to express kisspeptin and Kiss1r, whose expression might be upregulated due to intra-articular injection of CFA (Mi et al., 2009). There are studies showing hyperalgesic effect of peripheral and intrathecal kisspeptin (Spampinato et al., 2011). Likewise, i.c.v. administration of kisspeptin-10 induces both hyperalgesia and opioid antagonistic activity (Elhabazi et al., 2013), suggesting its possible involvement in the regulation of pain sensitivity.

We successfully reproduced the changes detected with the microarray by qPCR in cases of *Gpr39* and *Kiss1r. Neurod2* transcripts were not detected in the TRG and Lkaaear1 expression was higher on day 3 but not on day 7 compared to the contralateral side. It is important to highlight that there was a delayed but considerable increase of mRNA levels on the contralateral side of CFA-treated animals when compared to saline-treated animals. This is consistent with earlier reports found after inflammation or nerve injury of the hind limbs in which structural and biochemical changes appeared both centrally and in the periphery on the contralateral side (Koltzenburg et al., 1999; Shenker et al., 2003) However, we did not only use the contralateral side of CFA injected animals as controls, but we also included a saline-injected group as well. We aimed at keeping the animal number at a minimum level and meanwhile taking into account the possible trauma caused by only the injection itself. In addition, there was no detectable allodynia on the contralateral side in our model, therefore the comparison to the contralateral side is still valid from a functional aspect and provides additional information based on this double comparison.

We added Cgrp to the list of investigated markers to validate the model, since it is a well-known mediator and even a novel pharmacological target of migraine (Durham, 2006; Doods et al., 2007; Benemei et al., 2009; Edvinsson et al., 2012; Bigal et al., 2013; Russo, 2015). Moreover, its expression was shown to be elevated in TRGs in rodent models of orofacial inflammation (Yasuda et al., 2012; Shinoda and Iwata, 2013; Kuzawinska et al., 2014). Our results are consistent with these previous findings, Cgrp transcripts were significantly increased in the TRG at day 3 after CFA treatment corresponding to the peak of the facial allodynia.

In addition to the TRG, we also examined the transcriptional changes in the TNC, reflecting mechanisms involved in central sensitization, as well as PBMCs in the peripheral blood. In the TNC, significant changes were observed for the examined genes with the exception of *Kiss1r*. Intriguingly, the Kiss1 expression in the TNC was mirroring the changes of the receptor expression in the TRG which suggests a presynaptic effect on primary afferents. Lkaaear1 and *Kiss1r* expression were also significantly increased in PBMCs with a similar time course.

Besides allodynia, as the main functional parameter, neuronal and glial activation markers were also assessed by comparing their gene expression profiles. Therefore, we determined the widely-used neuronal activation marker *Fosb, Gfap* for astrocytes and *Iba1* for microglia (Nestler et al., 2001; Alibhai et al., 2007; Knight et al., 2011). *Gfap* has been shown to play a role in astrocyte migration, the function of the blood-brain barrier, signal transduction pathways and neuron-glia interactions (Middeldorp and Hol, 2011). *Iba1*, also known as *AIF1* (Allograft Inflammatory Factor 1) expressed in various cells such as monocyte/macrophages and activated T lymphocytes, is mostly used as a microglia marker (Kelemen and Autieri, 2005; Pawlik et al., 2016). All the three activation markers were significantly increased already at day 1 of the inflammation in both TRGs and TNCs, peaked by day 3 and decreased by day 7 when allodynia was declining. Remarkably and most interestingly, a smaller but significant increase of expression was also detectable in PBMCs which highlights the relevance of blood transcriptomics data in CNS diseases. To our knowledge, this is the first study to determine these transcripts in the peripheral blood of experimental animals, however, there are relevant human data for *Gfap* as a blood biomarker. It was first presented in acute stroke diagnosis in adults (Niebrój-Dobosz et al., 1994) and head trauma (Missler et al., 1999). Recently, it has been suggested that Gfap might be a potential biomarker of intracerebral haemorrhage (IHC) with symptoms of acute stroke (Brunkhorst et al., 2010; Mayer et al., 2013; Foerch et al., 2015). It is also an early marker of traumatic brain injury (Bembea et al., 2011; Lei et al., 2015), during different phases of cardiopulmonary bypass (Vedovelli et al., 2017), with predictiveness of neurological outcome (Lei et al., 2015). It is clear that the measurement of *Gfap* changes at the periphery is not a specific diagnostic tool and it is too early to draw a final conclusion on its utility at this stage. However, it would be interesting to see in future studies whether it could have a prognostic value to predict the conversion of orofacial pain or headache conditions from episodic to chronic. In our model, Gfap expression remained high even at the end of the experiment which could reflect a persistent neuroinflammation.

In conclusion, the main novelty of the present findings is the description of some up- and downregulated genes at the levels of both primary and secondary sensory neurones of the trigeminovascular system that might play important roles in neuroinflammatory activation mechanisms. Furthermore, we are the first to show transcriptomic alterations in the PBMCs that are similar to the changes detected in the neuronal tissues. These results open new perspectives and initiate further investigations in the research of trigeminal pain disorders.

## Author contributions

ZH, KB, and ÉS: Study concept and design; KB, TA, and ÉS: Animal model, behavioural studies and sample collection conducted by; JK, SJ, AG, TR, TA: Microarray/qPCR analysis and interpretation of genetic data; ZH and TR: Funding. All authors contributed to the analysis of the results, drafting of manuscript and approved the final version.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Abbreviations

TRG: trigeminal ganglion
TNC: trigeminal nucleus caudalis
PBMC: peripheral blood mononuclear cells
CFA: Complete Freund's Adjuvant
Iba1: Ionized calcium binding adaptor molecule 1
Gfap: Glial fibrillary acidic protein.

# Supplementary material for: Transcriptional Alterations in the Trigeminal Ganglia, Nucleus and Peripheral Blood Mononuclear Cells in a Rat Orofacial Pain Model
**Source:** Front Mol Neurosci. 2018 Jun 26;11:219. doi: 10.3389/fnmol.2018.00219
**Supplement:** Supplementary file 1

Supplementary Table 1. Sequences of primers for real-time PCR.

| Gene symbol  | Accession number                                                              | Forward primer sequence (F, 5' - 3')<br>Reverse primer sequence (R, 5' - 3') |
|--------------|-------------------------------------------------------------------------------|------------------------------------------------------------------------------|
| Aif1 (Iba1)  | NM_017196;<br>XM_006256062;<br>XM_006256065;<br>XM_006256061;<br>XM_006256063 | F: TCC GAG GAG ACG TTC AGT TA<br>R: GTT GGC TTC TGG TGT TCT TTG              |
| B2m          | NM_012512                                                                     | F: CCC ACC CTC ATG GCT ACT TC<br>R: CCA CTT CAC TTC ACT CTG GCA              |
| Calca (Cgrp) | NM_017338;<br>NM_001033955;<br>NM_001033956;<br>XM_008759676                  | F: TTG TCA GCA TCT TGC TCC TGT AC<br>R: GCC TGG GCT GCT TTC CA               |
| Fosb         | NM_001256509                                                                  | F: CAC TTC CAA CAT GTC TCC TCT C<br>R: CCA CCC AGT CAC ACT TAC TTA C         |
| Gapdh        | NM_017008                                                                     | F: GTA ACC AGG CGT CCG ATA C<br>R: TCC TCT GCT CCT CCC TGT TC                |
| Gfap         | NM_017009                                                                     | F: GAT CCG AGA AAC CAG CCT GGA C<br>R: TGG GCA CAC CTC ACA TCA CAT           |
| Gpr39        | NM_001114392;<br>NM_001100943                                                 | F: GTC TTC CAG TCC AGC ATC TTT<br>R: GCT TGC TCT TCA TTA GCA CTT TC          |
| Hprt1        | NM_012583                                                                     | F: GCT TTT CCA ACT TTC GCT GAT G<br>R: GGT GAA AAG GAC CTC TCG AAG           |
| Kiss1        | NM_181692;<br>XM_008769443;<br>XM_017598697                                   | F: ATG ATC TCG CTG GCT TCT TGG<br>R: GGT TCA CCA CAG GTG CCA TTT T           |
| Kiss1r       | NM_001301151;<br>NM_023992                                                    | F: TTC TAC ATC GCT AAC CTG GC<br>R: AAA GTG GCA CAT GTG GCT TG               |

|           |                                                                                  |                                                                      |
|-----------|----------------------------------------------------------------------------------|----------------------------------------------------------------------|
| Lkaaeear1 | NM_001106551;<br>XM_006235763;<br>XM_008762502;<br>XM_006235764;<br>XM_008762501 | F: CTC TCC TGA TCC AGA AGC AAA G<br>R: GTC CAA AGG ATC AGG GAT CTT C |
| Neurod2   | NM_019326                                                                        | F: GGC TCT CTC GGA GAT CTT GC<br>R: TGC TCC GTG AGG AAG TTA CG       |
| Ppia      | NM_017101                                                                        | F: CCA TTA TGG CGT GTG AAG TC<br>R: GCA GAC AAA GTT CCA AAG ACA G    |

# Supplementary material for: Transcriptional Alterations in the Trigeminal Ganglia, Nucleus and Peripheral Blood Mononuclear Cells in a Rat Orofacial Pain Model
**Source:** Front Mol Neurosci. 2018 Jun 26;11:219. doi: 10.3389/fnmol.2018.00219
**Supplement:** Supplementary file 2

Supplementary Table 2. List of differentially expressed genes (P value < 0.05; absolute fold change > 2.0) between the control (contralateral) and 7-day CFA (ipsilateral) samples from TRG detected by microarray. ID: microarray feature identifier; mean\_CFA-treated: mean expression level for the specified sample group; mean\_control: mean expression level for the specified sample group; sd\_CFA-treated: standard deviation (of the expression) for the specified sample group; sd\_control: Standard deviation (of the expression) for the specified sample group; FC: expression ratio (fold-change) between CFA-treated and contralateral sample groups; logFC: expression ratio (fold-change) between the compared sample groups on the 2-logarithmics scale; P.Value: T-test p-value for the comparison between the sample groups;

[illegible]

|       |     |     |     |     |        |        |             |                |                        |              |           |                                                     |                      |        |
|-------|-----|-----|-----|-----|--------|--------|-------------|----------------|------------------------|--------------|-----------|-----------------------------------------------------|----------------------|--------|
| 38176 | 6   | 19  | 3   | 7   | -3.53  | -1.851 | 0.000472771 | NM_001164826.1 | CUST_8296_P4121861198  | NM_001164826 | RT1-OR2   | RT1 class II, locus OR2                             | ENSRNOG00000000041   | 24981  |
| 41835 | 9   | 25  | 7   | 5   | -3.55  | -1.854 | 0.004881253 | NM_001115897.1 | CUST_4777_P4121861198  | NM_001115897 | Page1     | patatin-like phospholipase domain containing 5      | ENSRNOG000000012796  | 301138 |
| 51607 | 5   | 20  | 1   | 13  | -3.695 | -1.874 | 0.001626493 | MMAR078136     | MMAR078136_P1          | MMAR078136   | NA        | lncRNA                                              | NA                   | NA     |
| 51602 | 3   | 17  | 1   | 22  | -3.73  | -1.899 | 0.028551276 | 66_363         | 26-363_P1              | 66           | NA        | NA                                                  | NA                   | NA     |
| 61119 | 14  | 17  | 13  | 10  | -3.76  | -1.911 | 0.0103028   | NM_001013284.1 | CUST_2352_P4121861198  | NM_001013284 | ADNR      | NA                                                  | NA                   | NA     |
| 37492 | 19  | 80  | 14  | 19  | -3.78  | -1.918 | 0.001481192 | NM_001005979.1 | CUST_2839_P4121861198  | NM_001005979 | Ingr1116  | transmembrane protease, serine 11C                  | ENSRNOG000000019910  | 408213 |
| 37601 | 10  | 30  | 0   | 5   | -3.807 | -1.951 | 0.001129615 | NM_001000138.1 | CUST_778_P4121861198   | NM_001000138 | Or151     | olfactory receptor 151                              | ENSRNOG000000021473  | 276413 |
| 43336 | 12  | 40  | 10  | 7   | -4.115 | -2.054 | 0.000942098 | NM_022671.2    | CUST_1677_P4121861198  | NM_022673    | Marg2     | multityl Gels-binding protein 2                     | ENSRNOG000000004633  | 29186  |
| 47108 | 6   | 24  | 0   | 7   | -4.186 | -2.059 | 0.000121381 | NM_001011483.1 | CUST_14568_P4121861198 | NM_001011483 | Thab2     | hemex box B2                                        | ENSRNOG000000007611  | 497905 |
| 38334 | 27  | 96  | 24  | 39  | -4.673 | -2.209 | 0.00154041  | NM_021808.1    | CUST_4978_P4121861198  | NM_021808    | Bpfd2     | BP fold-containing family A, member 2               | ENSRNOG000000001540  | 51585  |
| 38765 | 117 | 670 | 119 | 308 | -4.918 | -2.113 | 0.001561348 | NM_001000175.1 | CUST_14595_P4121861198 | NM_001000175 | Or141     | olfactory receptor 141                              | ENSRNOG000000001813  | 364110 |
| 37213 | 8   | 30  | 7   | 16  | -4.685 | -2.128 | 0.001134888 | NM_021889.1    | CUST_19220_P4121861198 | NM_021889    | Ers1      | estrogen receptor 1                                 | ENSRNOG000000011938  | 24890  |
| 41836 | 12  | 44  | 15  | 23  | -4.74  | -2.227 | 0.001173999 | NM_00100092.1  | CUST_144_P4121861198   | NM_00100092  | Or48c     | olfactory receptor 48c                              | ENSRNOG000000001143  | 225713 |
| 38741 | 3   | 21  | 1   | 21  | -4.787 | -2.252 | 0.003438318 | NM_001011355.1 | CUST_12673_P4121861198 | NM_001011355 | Or905     | olfactory receptor 905                              | ENSRNOG0000000057325 | 288875 |
| 46020 | 8   | 30  | 6   | 8   | -4.918 | -2.28  | 0.000173719 | NM_001109459.1 | CUST_1911_P4121861198  | NM_001109459 | LOC685171 | similar to protein disulfide isomerase-associated 6 | ENSRNOG0000000058143 | 681171 |
| 40058 | 8   | 28  | 0   | 8   | -4.98  | -2.397 | 0.001128466 | 66_460         | 26-460_P1              | 66           | NA        | lncRNA                                              | NA                   | NA     |
| 41780 | 68  | 248 | 60  | 63  | -5.144 | -2.163 | 0.001942166 | NM_001359185.1 | CUST_1115_P4121861198  | NM_001359185 | Cac4c     | C2 calcium-dependent domain containing 4C           | ENSRNOG000000008026  | 300798 |
| 43442 | 7   | 28  | 7   | 8   | -5.196 | -2.452 | 0.001394831 | 62_275         | 42-275_P1              | 62           | NA        | lncRNA                                              | NA                   | NA     |
| 40720 | 31  | 111 | 33  | 43  | -5.85  | -2.488 | 0.000474701 | NM_001000692.1 | CUST_14188_P4121861198 | NM_001000692 | Or125     | olfactory receptor 125                              | ENSRNOG0000000046609 | 404897 |
| 47096 | 14  | 54  | 15  | 11  | -6.18  | -2.618 | 0.001471961 | 66_47          | 46-47_P1               | 66           | NA        | lncRNA                                              | NA                   | NA     |
| 46020 | 14  | 49  | 20  | 6   | -6.599 | -2.722 | 0.00182775  | NM_001000894.1 | CUST_353_P4121861198   | NM_001000894 | Or42b     | olfactory receptor 42b                              | ENSRNOG0000000030460 | 266689 |
| 38238 | 27  | 115 | 80  | 39  | -8.011 | -3.008 | 0.001030346 | NA             | OR69C_2                | NA           | OR69C     | OR69C                                               | NA                   | NA     |
| 44472 | 15  | 72  | 20  | 6   | -9.005 | -3.202 | 0.001138314 | NM_019326.1    | CUST_5367_P4121861198  | NM_019326    | Neurod2   | neuronal differentiation 2                          | ENSRNOG0000000028417 | NA     |

# Supplementary material for: Transcriptional Alterations in the Trigeminal Ganglia, Nucleus and Peripheral Blood Mononuclear Cells in a Rat Orofacial Pain Model
**Source:** Front Mol Neurosci. 2018 Jun 26;11:219. doi: 10.3389/fnmol.2018.00219
**Supplement:** Supplementary file 3

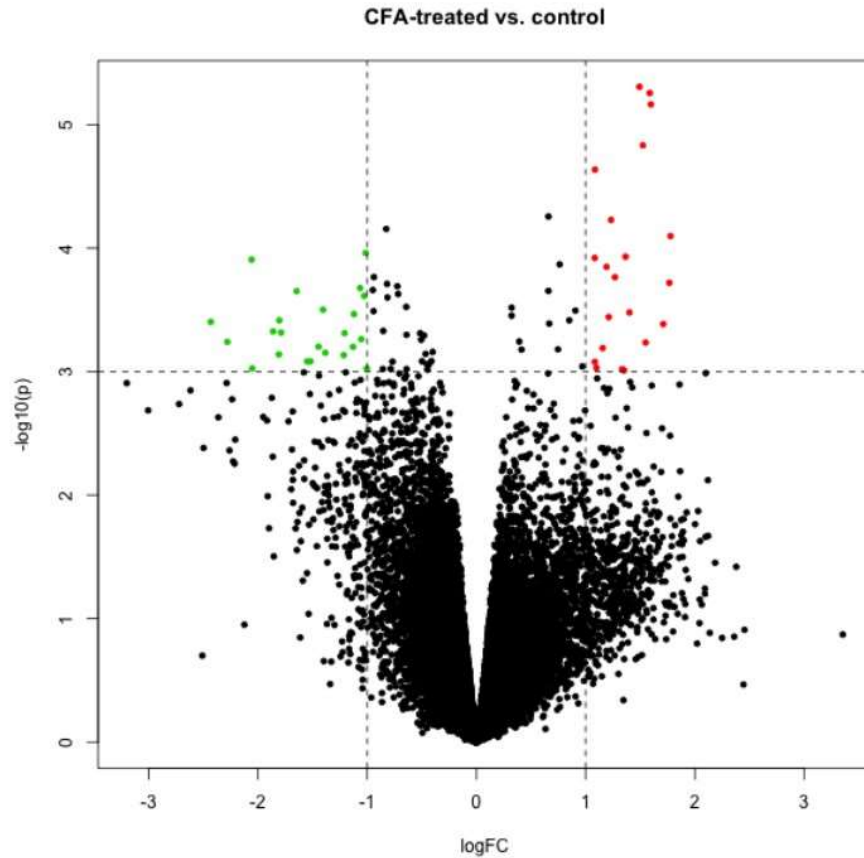

Supplementary Figure 1.

Results of the comparison as Volcano plot. The  $\log_{10}$  of the p-values is on the y-axis and the  $\log_{FC}$  calculated for the CFA group vs. contralateral sample group is on the x-axis. In this plot it can be seen how the reliability values of the measurement features behave in relation to the fold change. The thresholds used in the filtering are marked in the plot with dashed lines, up-regulated genes are coloured red and down-regulated green.

# Supplementary material for: Transcriptional Alterations in the Trigeminal Ganglia, Nucleus and Peripheral Blood Mononuclear Cells in a Rat Orofacial Pain Model
**Source:** Front Mol Neurosci. 2018 Jun 26;11:219. doi: 10.3389/fnmol.2018.00219
**Supplement:** Supplementary file 4

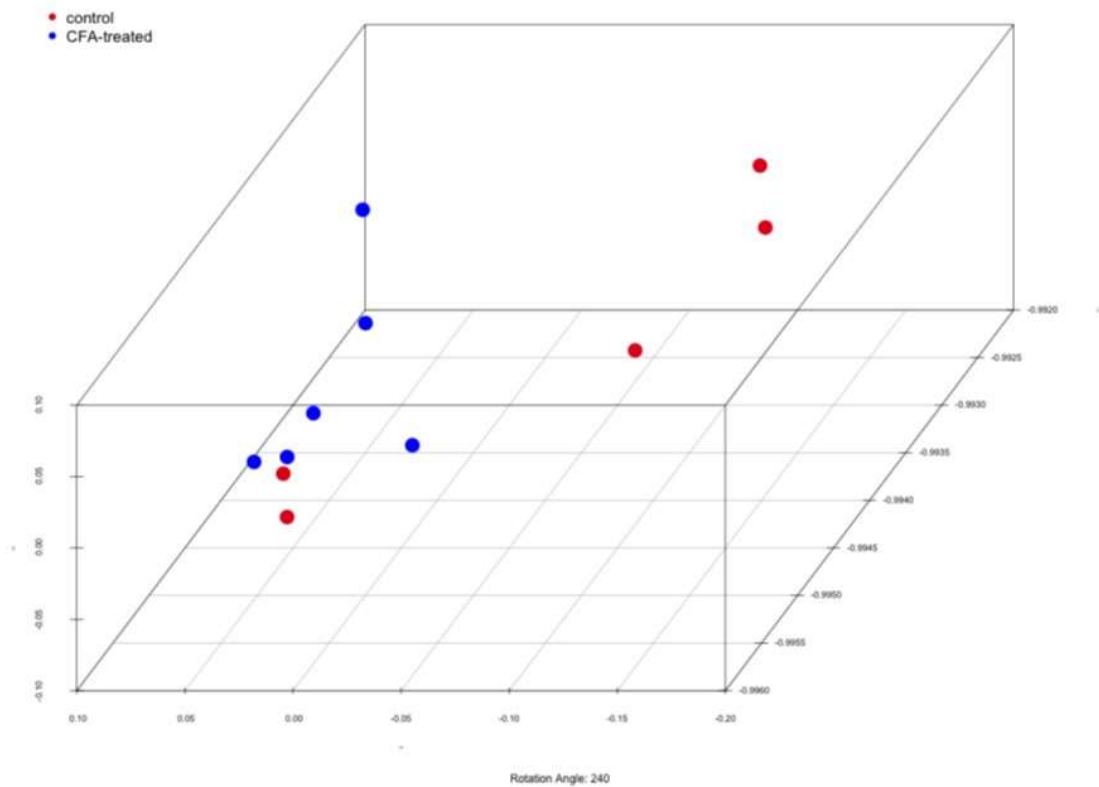

Supplementary Figure 2.

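Principal components summarise how the ganglia differ over all their transcripts at once. For the 11 TRG arrays they were computed from the normalised log2 values of the 24638 probes without a missing value, each centred on its mean. The first 3 components held 27.5%, 20.5% and 12.6% of the variance. The centroids of the CFA and contralateral arrays lay 54.2 units apart on these components (exact permutation p = 0.0887 over all splits of the 11 arrays into 6 and 5). On the first component the contralateral arrays of rats 1, 2 and 3 lay at -73.7, -71.0 and -34.6, and the other 8 arrays, the contralateral arrays of rats 5 and 6 among them, between 1.82 and 44.6. Those 3 arrays were the contralateral arrays of slides 1 and 3.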

Principal Component Analysis (PCA) plot for all replicates. The sample relations studied by the means of PCA and visualized in three-dimensional space. PCA is an ordination technique complementary to clustering. Ordination orders objects so that similar objects are placed near each other and dissimilar objects are placed further from each other. In PCA analysis the sample relationships can be visualized in three-dimensional space.

How the deposited data were processed for this re-analysis (not part of the article)

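RNA of 11 trigeminal ganglia (TRG) taken 7 days after the CFA injection was analysed, 6 of the CFA (ipsilateral) side and 5 of the contralateral side. Rats 1, 2, 3, 5 and 6 gave both sides and rat 8 the CFA side. The paper gives 8 rats for this experiment, and the other ganglia were not analysed here. The grouping follows the sample labels and the paper's methods. The qPCR, the pain thresholds and the other tissues and days have no values among the files and were not used here.

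The intensity values of each array were deposited by the authors as the output of the scanner software (Agilent Feature Extraction 11.0.1.1 per the file headers), in which a spatially detrended background is subtracted from each spot and low values are set to a floor. They are linear, and no normalisation between arrays had been applied. The authors also deposited a table of linear intensities per probe, quantile normalised across the 11 arrays with limma as the methods state. Its median was 184.67 in every column, each column correlated best with the scanner values of its own array, and Pearson's r across probes (which are not independent replicates) was 0.9993 to 0.9998. How the repeated spots were combined, and which background correction preceded the normalisation, is not given in the sources used here. Of 43553 spots, 1417 were controls and were left out, and no spot of the others was saturated.

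The log2 of the processed signal was quantile normalised over the remaining 42136 spots, and spots marked as outliers by the scanner software were set to missing. Spots of a probe were averaged, which gave 24684 probes (16245 with 1 spot, 8357 with 3 and 82 with 10), of which 46 had a missing value on some array. All were tested in limma 3.58.1 under R 4.3.3, with moderated variances, no intensity trend and no other covariate. The thresholds of the paper were used, namely an unadjusted p of 0.05 or of 0.001 with an absolute fold change over 2, and beside them an adjusted p of 0.05 (Benjamini-Hochberg). Changes are given as log2 of CFA over contralateral. Single genes also had a two-sided exact permutation test of the difference in means over all splits of the 11 arrays into 6 and 5, whose smallest p is 0.00217. Where no array of 1 group was well above background by the scanner software, the fold is that of the values as measured, and its size is uncertain. Tables were made in Python 3.11.15 with pandas 2.3.3, and figures with matplotlib 3.10.9.

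Accessions were turned into gene symbols with a RefSeq table of a later rat assembly than the one in the file headers, for names only, and 14274 of the 15321 mRNA probes were matched. A gene not matched in this way, Fosb among them, was not analysed here. Chemoreceptor genes were recognised by symbol (odorant, taste, vomeronasal and trace amine receptors), and lncRNAs by accession. The probe with the highest mean signal stood for a gene in the lists.

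The genes named in the text were chosen by a rule. It takes every gene that the paper's text names for the arrays, the 5 transcripts with the largest fold in each direction in Table 1, and the 10 largest changes in each direction without overlap between the groups, with the same sign in all 5 rats and well above background on every array of the brighter group. It adds up to 4 genes past the study's threshold from each list (or the gene with the smallest p) and up to 4 receptors and 4 lncRNAs in each direction by p. The values of Table 1 had been seen when the rule was written. The lists were satellite and other glia activation, nociceptors, nerve injury, immediate early genes, cytokines and chemokines, macrophages, MHC class II, T cells, B cells, neutrophils, Schwann cells, central nervous system, anterior pituitary, skeletal muscle, red blood cells, fibroblasts, endothelial cells, steroid metabolism, carbohydrate metabolism, glycan synthesis, nuclear receptors, qPCR reference genes and chemoreceptors. They were tested with camera at a preset correlation between genes of 0.01 and again with an estimated correlation, and with fry, adjusted over the lists. The rule, the lists, the tests and most alternatives were fixed before the data were examined.

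Equal rat numbers stand for the same animal, so whether the sides of a rat resemble each other was checked. After removal of the group means, the correlation across probes of a rat's sides was over 0.1 in 1 of 5 rats, and 0 of 5 CFA arrays correlated best with the array of the same rat. The sides of each rat lay on different slides, however, so a difference between slides can hide a resemblance and the check cannot show its absence. The tests were not paired, since the paper names no pairing. With the rat as a replicate block 370 probes passed the study's threshold (181 higher, 189 lower), 321 of them shared with the test without the block, and 0 passed an adjusted p of 0.05. With the rat as a random effect 490 probes passed.

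The file headers give the slide and the day of the scan. Since 8 of the arrays lay on slides with 1 group only, a fit with slide as a block rests on the CFA array of rat 1 against the contralateral arrays of rats 5 and 6, and one with scan day as a block on that CFA array against the 5 contralateral arrays. In both fits the lone CFA array is assumed to vary like the others.

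The alternatives were scaling to the 75th percentile, normexp background correction (offset 50), no background correction, a floor on dim values, outlier spots kept, probes well above background on at least 5 arrays only, rat, slide or scan day in the fit, the authors' table, no moderation, an intensity trend and each array left out in turn. Some genes of the lists are withheld for evaluation, and their single values are not reported here. Later additions were a correction for the place on the array, the contralateral arrays of rats 5 and 6 only, and comparisons within scan day 1 and within slide 2. The procedure was tested on simulated data with the same probes. There 96% of 100 probes with a fold of 3 and 100% of 100 with a fold of 8 passed the study's threshold. An adjusted p of 0.05 was passed by 87% and 96%, and 137 of 24464 unchanged probes passed the study's threshold by chance. Other splits of the real arrays into 6 and 5 gave from 11 to 604 probes, so the simulated rates need not hold for these arrays. The number of arrays limits the precision, and dim probes limit it further, since 68.9% to 82.8% of the spots of an array were well above background.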

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

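The comparisons with the contralateral arrays of rats 5 and 6 only and within scan day 1, and the correction for position, were chosen after the data were examined, as were the split by scan day and the count of other splits for the probes past the study's threshold. The other tests given here were set down before their results were seen.

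In the first pattern, the 498 probes followed the slides as well as the sides. On 8 arrays without slide 2, 1544 probes passed the study's threshold with a median absolute log2 change of 1.42, but within slide 2 the CFA array differed from the contralateral arrays by -0.0138 on the log2 scale in that direction (bootstrap interval -0.05 to 0.01), which is what a difference between slides or scan days predicts. A split by scan day, 6 arrays of day 1 against 5 later ones, passed 653 probes, with 234 at an adjusted p of 0.05 whatever the fold, in data the paper did not analyse by day. Among contralateral ganglia alone, all scanned on day 1, slide 2 minus slides 1 and 3 gave 1.15 in the direction called. The later CFA arrays minus the contralateral arrays of slide 2 gave 0.27. Both values share arrays with the fit that chose the probes, so the choice shifts them. The side of the CFA injection needs a change within slide 2 like that on the other arrays and had a share of -0.00973 of it. Slide 2 holds 1 CFA array, however. An effect of the side and a difference between slides therefore cannot be told apart for these probes, and both may contribute.

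In the second pattern, 82.3% of the higher spots lay in the first of 4 bands of rows and 86.5% of the lower spots in the last, a signal by place on the array that the paper did not analyse. Of the same probes spotted at both ends, those of the dimmest part had a log2 fold change that was higher by 0.56 in the first band than in the last (bootstrap interval 0.51 to 0.62), the middle part by 0.33 and the brightest by -0.06. In 80.2% of the probes of the dimmest part the first band gave the higher value, which argues against different genes at the ends as the cause there, since the same sequence was compared. Position on the array may therefore account for part of the calls among dim probes, in line with 186 probes past the study's threshold after a correction for position, 124 of them shared. Whether this trend arose in hybridisation, in scanning or in the detrending of the scanner software was not tested, and the design gives no biological explanation for it.

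In the third pattern, chemoreceptor genes were over-represented among the 498 probes. Dim signals and the place on the array do not account for all of it, as the odds ratio went from 4.87 against all other mRNA probes to 2.12 (95% interval 1.63 to 2.75) when probes were compared within classes of signal and row. A shift of the receptor genes as a group is also not what the arrays show, with a camera p of 0.603 at the estimated correlation and receptors both higher (51) and lower (52). The odds ratio was 1.79 with normexp background correction, where 16 probes passed in all, so an effect of the background correction on dim probes stays open. A response of single receptor genes to the inflammation stays open as well, since side and slide were not separated. Some other splits of the arrays also held many receptors (116 of 535 probes) and others few (13 of 604).

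Of 202 groups of arrays examined, 10 held an array far from the others, where chance gives about 10.1. In the contralateral group these were rat 6 for TC598318 (log2 signal 2.56, the others 1.02 to 1.35) and Prf1 (11.50, the others 8.78 to 9.50), rat 3 for Kcnj10 (3.33, the others 2.70 to 2.84), Or5i1 (1.88, the others 0.99 to 1.14) and uc.151+ (2.21, the others 0.99 to 1.28), and rat 5 for Fcgr1a (11.08, the others 11.47 to 11.51). In the CFA group they were rat 1 for Ppia (17.60, the others 17.50 to 17.52), rat 2 for MRAK043901 (4.43, the others 3.47 to 3.82) and for the mean deviation of the nociceptor list (-0.21, the others -0.0047 to 0.11), and rat 3 for that of the Schwann cell list (0.51, the others -0.11 to 0.08). No explanation of these single values was tested.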

How the results depend on the processing

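The correction for position, the contralateral arrays of rats 5 and 6 only, and the comparisons within scan day 1 and within slide 2 were chosen after the data were examined, and the other alternatives before. The cause of the changes below was not tested, except where the alternative itself leaves out arrays.

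With 75th percentile scaling, outlier spots kept, the filter on dim probes, the rat as a replicate block (fixed 370, random 490), the authors' table, no moderation or an intensity trend, the count of 498 probes past the study's threshold stayed within 1.5 times. It was 16 with normexp background, 47 without background correction, 197 with a floor and 186 with the correction for position. Leaving out 1 array gave 330 (without the contralateral array of rat 1) to 796 (without that of rat 6), with 771 without that of rat 5.

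The 50 probes at a p of 0.001 became 30 with 75th percentile scaling, 1 with normexp, 5 without background correction, 17 with a floor and also with the correction for position, 24 with the filter, 26 without moderation, 134 with slide as a block, 76 with the contralateral arrays of rats 5 and 6 only and 25 within slide 2. Leaving out 1 array gave 27 (without the contralateral array of rat 1) to 154 (without the CFA array of rat 1), with 33 without the contralateral array of rat 2 and 30 without the CFA array of rat 8. At an adjusted p of 0.05, 0 probes passed in limma (2659 at an unadjusted p of 0.05), 1 with a floor, 1 without moderation, 69 with slide as a block, 35 with scan day as a block, 35 with the contralateral arrays of rats 5 and 6 only and 16 within scan day 1. Leaving out 1 array gave 0 to 121, the latter without the CFA array of rat 1, with 4 and 3 without the contralateral arrays of rats 3 and 5.

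Of the 50 transcripts of Table 1, 4 passed with normexp, 10 without background correction, 2 with slide as a block, 0 with scan day as a block, 25 after the correction for position, 15 with the contralateral arrays of rats 5 and 6 only, 1 within scan day 1 and 2 within slide 2 (39 to 49 with 1 array left out). Of 57 named genes past the threshold, 4 passed with normexp, 11 without background correction, 36 with a floor, 6 with slide and 8 with scan day as a block, 27 after the correction for position, 22 with the contralateral arrays of rats 5 and 6 only, 7 within scan day 1 and 5 within slide 2 (48 to 56 with 1 array left out).

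The odds ratio of the chemoreceptors was 1.79 with normexp (not past the test) and 4.20 to 6.26 with 1 array left out. That of the lncRNAs passed its test at 0.215 without background correction, 0.660 with a floor, 0.740 with outlier spots kept and 0.526 after the correction for position, and reversed to 1.25 with slide as a block. With 1 array left out it was 0.797 (without the CFA array of rat 6, past its test) to 1.09. Of the activation markers, 1 (Gfap) passed with slide as a block and 1 within slide 2, and 0 to 0 with 1 array left out. Of the gene lists, 6 passed in camera with slide as a block, 1 with scan day as a block, 5 within scan day 1 and 5 within slide 2, with 0 to 0 when 1 array was left out, and 0 with slide as a block or with scan day as a block at an estimated correlation.

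Among genes past the study's threshold, directions reversed with slide as a block and within slide 2 for Esr1 (0.27), TC598318 (-0.63), XR_008902 (0.13) and Zic1 (-0.10). They also reversed there for Or1l4 (Olr428 in the paper, 0.25) and Or14c40 (Olr25 in the paper, 0.27). With scan day as a block and within scan day 1 they reversed for TC598318 (-0.14) and Or1l4 (0.12). After the correction for position the direction reversed for St3gal1 (0.056). Of 825 values of single genes with 1 array left out, 773 kept the side of the threshold without a reversal, 48 lost the threshold, 4 gained it and 0 reversed. Of 961 values under the other alternatives set before, 722 did so, 229 lost the threshold, 2 gained it and 8 reversed, and of 300 under the later ones 131, 159, 1 and 9. A change of sign of a gene that passed the threshold in neither fit is not counted as reversed. Examples with slide as a block were Kcnj10, Thy1 (-0.35), Mb (-0.09), Csf1 (0.03) and the second Gpr39 probe (-0.35). All 3 alternatives tried for the principal components left the distance between the groups short of its test.

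Camera was not run with the rat as a random effect or without moderation. Signal over background limits these results, since 350 of the 498 probes belong to the dimmest part of the probes, and so does the overlap of side and slide, since 35 of the 498 were shared with slide as a block.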

Differences from the paper's values

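The paper's value for the probes past the study's threshold with an absolute fold change of 4 or more is 15, and 26 were counted here. Of the alternatives set before the data were examined, 5 brought the count within 1.5 times the paper's value, namely the rat as a replicate block (20) and leaving out the contralateral array of rat 1 (19) or of rat 2 (22) or the CFA array of rat 5 (21) or of rat 8 (21). The others did not, with 25 for the authors' own table, 32 with 75th percentile scaling, 0 with normexp background, 1 without background correction, 8 with a floor, 25 with outlier spots kept, 25 with the filter on dim probes, 26 with the rat as a random effect, 146 with slide and 81 with scan day as a block, 24 without moderation and 28 with an intensity trend. Without the contralateral arrays of rats 3, 5 or 6 it was 29, 74 or 69, and without the CFA arrays of rats 1, 2, 3 or 6 it was 53, 33, 26 or 28. In the paper's own Table 1, 25 transcripts carry an absolute fold change of 4 or more (9 higher, 16 lower, the paper's values), and 26 of the 50 have one here. The folds of the 50 transcripts were 0.777 to 1.17 times the paper's (median 1.01), and 49 were within 1.2 times.

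The paper counts Ccr7 and Esr1 among the genes at the stricter p. Here they had an unadjusted p of 0.0201 and 0.00458 from limma, and the paper's own values in Table 1 are 0.0214 and 0.0053, while both passed the study's threshold in the paper's direction. With the rat as a replicate block, set before the data were examined, Esr1 had a p of 0.00030 from limma, and no alternative brought Ccr7 to the stricter p. The paper also counts taste receptors there, and 0 taste receptor probes were among the 50 here. Of the alternatives set before the data were examined, slide as a block gave 1, leaving out the contralateral array of rat 5 gave 1 and leaving out the CFA array of rat 1 gave 4, and the others gave 0. Within slide 2, chosen after the values were seen, 1 taste receptor probe passed, and 2 of the 50 transcripts of Table 1 passed the study's threshold.

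The authors' own table analysed in the same way gave 513 probes past the study's threshold, 320 higher and 193 lower, and 44 at the stricter p, which equals the paper's value, with a p from limma of 0.0214 for Ccr7 and 0.00534 for Esr1. The paper's values for the higher (319) and the lower probes (191) add up to 510, beside its total of 512.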

Other observations

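The split by scan day and the counts of other splits for the probes past the study's threshold and past an adjusted p of 0.05 were chosen after the results were seen, and the tests of the lists were set before.

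Immune genes other than those at the claims gave few calls. Of 18 genes of MHC class II and antigen presentation, 1 was lower at the study's threshold, namely RT1-Db2. Its mean signal was 3.78-fold lower on the CFA side (adjusted p = 0.196 from limma), where no array was well above background. It was lower in 5 of 5 rats and within slide 2. It passed when adjusted over the list alone (p = 0.00586), and stands in the paper's Table 1. Of 15 T cell genes 0 passed, and Cd8a had a log2 fold change of -0.46. Of 8 B cell genes Pax5 was higher (1.17, standard error 0.47, adjusted p = 0.434, 0.30 within slide 2), and of 9 neutrophil genes Cxcr2 and Ltf were higher (Ltf 1.21, standard error 0.45, adjusted p = 0.426, 0.57 within slide 2), none of them adjusted over the list alone. With the rat as a replicate block Pax5 (1.19), Cxcr2 (1.46) and Ltf (1.197) did not pass the study's threshold. As sets, none passed (camera adjusted p = 0.967 for MHC, 0.949 for T cells, 0.958 for B cells and 0.427 for neutrophils, each 0.982 with an estimated correlation). Their median log2 fold changes were -0.05, -0.18, -0.27 and 0.30 over all arrays and -0.43, -0.08, -0.75 and -1.58 within slide 2. The B cell and neutrophil values within slide 2 rest in part on the contralateral array of rat 6, with mean deviations of 0.56 and 1.05, against -0.08 and -0.91 on that of rat 5 and -0.48 and -1.05 on the CFA array of rat 1.

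Genes of the tissue's cell types and of its neighbours gave few calls. Of 17 genes of the central nervous system Zic1 was higher (1.62, standard error 0.54, adjusted p = 0.389), with -0.10 within slide 2, and Neurod2 was lower and passed when adjusted over the list alone. At the study's threshold 1 of 14 Schwann cell genes was higher (camera unadjusted p = 0.0372 for the list), while 0 of 25 nerve injury genes, 0 of 13 pituitary, 0 of 14 skeletal muscle, 0 of 10 red blood cell, 0 of 13 fibroblast and 0 of 9 endothelial genes passed, and 0 of 4 qPCR reference genes (0, 0, 1, 0, 1, 2 and 1 of them at an unadjusted p of 0.05). Among the genes with the smallest p in these lists were Csf1 (-0.24), Mb (0.56), Epb42 (-0.55), Thy1 (0.87), Tek (-0.30) and Ppia (-0.19). Camera adjusted p was 0.427 for Schwann cells, 0.958 for red blood cells and reference genes and 0.949 for the other lists of this group, each 0.982 with an estimated correlation. The pituitary hormone genes Gh1 and Prl ranged from 5.71 to 16.23 and from 1.49 to 15.32 on the log2 scale over the 11 arrays, and the neutrophil gene Camp from 9.83 to 13.85. With slide as a block the shifts of the MHC, T cell, pituitary and fibroblast lists passed in camera (adjusted p = 0.0314, 0.0438, 0.0314 and 0.0310, 0.635 each with an estimated correlation), all lower on the CFA side.

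Other splits of the 11 arrays into 6 and 5 were compared with the split by side, over 100 splits with the real one included. As many as 498 probes past the study's threshold came up in 4 splits (highest other 604), and as many as 50 at the stricter p in 3 (highest other 153). As many as 103 chemoreceptor probes came up in 3 (highest other 116). The split with 116 had 535 probes in all, while that with 604 probes had 13 chemoreceptor probes. These shares lie under 0.05, but the 100 splits were drawn from a larger number and do not take the pairs of sides into account. They therefore do not exclude an arbitrary grouping of the arrays for these counts. Nor is it excluded for 140 lncRNA probes, with 7 splits as large (highest other 210). For the 0 probes at an adjusted p of 0.05 and the 0 gene lists past camera the count decides nothing, since each of the 100 splits gives 0 or more (highest other 12 and 10). The split by scan day, which differs from the split by side in the CFA array of rat 1, gave 653 probes, 97 chemoreceptor and 193 lncRNA probes, while with scan day as a block 444 probes passed. Among the 32 splits that part the same 5 pairs of sides, 4 gave as many as 498 and 4 as many as 50 at the stricter p, so an arbitrary exchange of sides within rats is not excluded for either count, and the chemoreceptor count was not tested in this way. The highest was 832, with the sides of rats 5 and 6 exchanged, and 824 probes passed with those of rats 1, 2 and 3 exchanged, with 822 at an adjusted p of 0.05 whatever the fold. Such counts point to a structure of the arrays that is not the side, and with the rat as a replicate block (370 probes) 6 of the 32 splits gave as many (highest other 924).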
